# Neural representation of cytokines by vagal sensory neurons

**DOI:** 10.1038/s41467-025-59248-6

**Published:** 2025-04-24

**Authors:** Tomás S. Huerta, Adrian C. Chen, Saher Chaudhry, Aisling Tynan, Timothy Morgan, Kicheon Park, Richard Adamovich-Zeitlin, Bilal Haider, Jian Hua Li, Mitali Nagpal, Stavros Zanos, Valentin A. Pavlov, Michael Brines, Theodoros P. Zanos, Sangeeta S. Chavan, Kevin J. Tracey, Eric H. Chang

**Keywords:** Neuroimmunology, Neuroimmunology, Ulcerative colitis, Autonomic nervous system

## Abstract

The nervous system coordinates with the immune system to detect and respond to harmful stimuli. Inflammation is a universal response to injury and infection that involves the release of cytokines. While it is known that information about cytokines is transmitted from the body to the brain, how the nervous system encodes specific cytokines in the form of neural activity is not well understood. Using in vivo calcium imaging, we show that vagal sensory neurons within the nodose ganglia exhibit distinct real-time neuronal responses to inflammatory cytokines. Some neurons respond selectively to individual cytokines, while others encode multiple cytokines with distinct activity patterns. In male mice with induced colitis, inflammation increased the baseline activity of these neurons but decreased responsiveness to specific cytokines, reflecting altered neural excitability. Transcriptomic analysis of vagal ganglia from colitis mice revealed downregulation of cytokine signaling pathways, while neuronal activity pathways were upregulated. Thus, nodose ganglia neurons perform real-time encoding of cytokines at the first neural station in a body-brain axis, providing a new framework for studying the dynamic nature of neuroimmune communication.

## Abstract (web summary)

This study showed that vagal sensory neurons in the nodose ganglia selectively encode specific cytokines, enabling real-time body-brain communication of immune signals. This neural encoding of cytokines is disrupted during inflammation associated with a colitis model.

## Introduction

Infection and injury initiate inflammation as a primary protective response through mechanisms refined over millions of years of evolution. Inflammation is modulated by counter-regulatory signals originating in the immune and nervous systems. One well-studied example of this neuroimmune control is the inflammatory reflex, in which vagal afferents are activated by cytokines and other factors. Brain neurons respond reflexively with signals to the body that inhibit cytokine production and attenuate inflammation^1–5^. This neural reflex regulation requires sensory afferent vagus nerve signals that travel to the brain, as transecting the nerve or blocking neural potentials disrupts cytokine-triggered systemic responses^6–8^. Vagal sensory neurons express receptors for cytokines and other immune mediators and transmit cytokine-specific neural action potentials to the brain^9^. Moreover, recent findings have identified a body-brain neural circuit requiring vagus nerve signals that travel to specific brainstem nuclei to mediate pro- and anti-inflammatory signaling^10^. This work showed that specific vagal afferent neurons respond to pro-inflammatory and anti-inflammatory cytokines that then transmit inflammatory signals from the body to specific neurons in the brainstem nucleus tractus solitarius (NTS)^10^. However, it remains unclear whether individual vagal sensory neurons encode cytokines as specific neural signals in this body-brain neuroimmune axis.

The capacity to detect and precisely represent cytokine signals is important to ensure appropriate immune modulation by multiple neuroimmune reflex pathways and in the initiation of sickness behaviors^11,12^. The vagus nerve, cranial nerve X, widely innervates the viscera and mediates an extremely diverse range of interoceptive signals from the body to the brain^13–15^, including cytokine-specific information^3,8,9,16^. Cytokines and the bacterial endotoxin lipopolysaccharide, administered systemically, are known to activate vagal sensory neurons^7,17^. Because the cell bodies of vagal sensory afferents reside in the vagal ganglia, we reasoned that the neural activity of individual neurons within these ganglia should be the first neural station along a body-brain neuroimmune axis that informs the brain of inflammatory events.

To examine this possibility, we performed in vivo calcium imaging of vagal ganglia in *Vglut2-GCaMP6f* mice. We observed that specific inflammatory cytokines are represented by distinct patterns of real-time neuronal responses in individual neurons of the nodose ganglia. Groups of individual nodose ganglia neurons were cytokine-selective, but other neurons functionally responded to multiple cytokines while maintaining distinct cytokine-specific patterns for each, indicating that immune signals have distinct neural representations. Nodose ganglia neuronal activity and cytokine-specific neuronal responses were both altered in mice with dextran sulfate sodium (DSS)-induced colitis, indicating that inflammation changes neural excitability.

## Results

### Nodose ganglia neurons have cytokine-specific neural responses

Peripheral sensory neurons respond to various stimuli and transmit information about organ function, energy metabolism, and immune status from the periphery to the brain^14,18^. The vagal ganglia complex that houses the cell bodies of the sensory vagus nerve is a merger between two developmentally distinct sets of neurons, the neural crest-derived jugular ganglia and placode-derived nodose ganglia^18^. Although anatomically fused in mice, the distinction between the populations is revealed by the expression of the transcription factors paired-like homeobox 2b (*Phox2B*) in nodose ganglia neurons and PR domain-containing member 12 (*Prdm12*) in jugular ganglion neurons (Fig. 1a). Within the ganglia, these pseudo-unipolar sensory neurons have bidirectional projections with one side innervating the viscera and the other terminating in the brainstem NTS. They are further differentiated by function and innervation pattern with jugular ganglia neurons carrying somatosensory information from the upper body and the nodose ganglia neurons carrying visceral signals from the major internal organs.

**Fig. 1:**
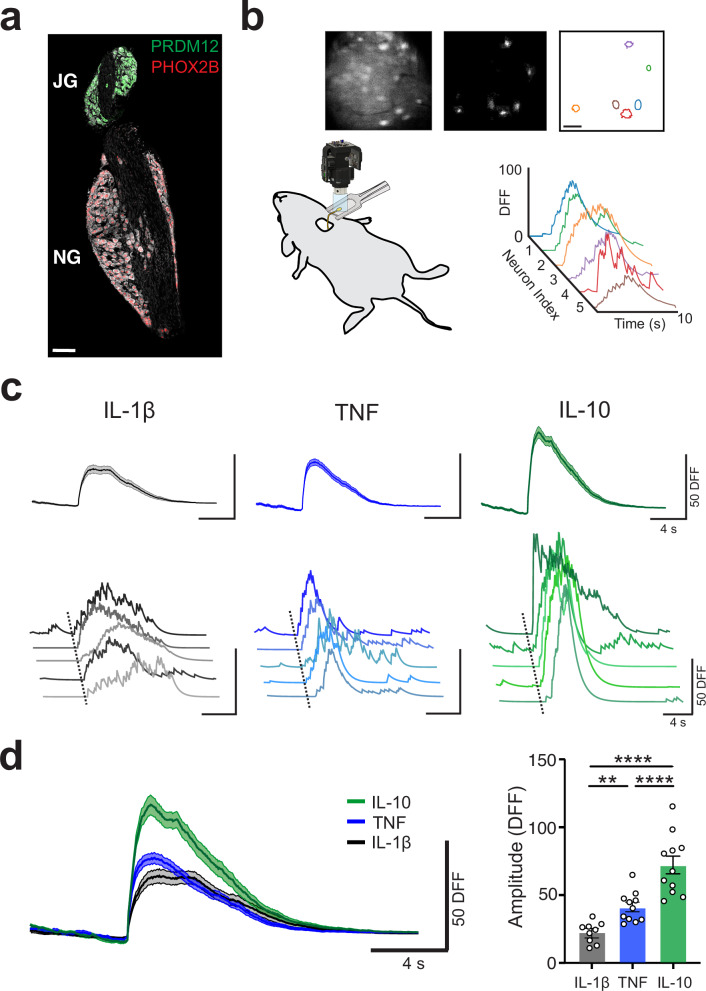
Individual nodose ganglia sensory neurons respond in a cytokine‐specific manner. **a** PHOX2B and PRDM12 labeling reveals distinct subsets of placode‐derived and neural crest‐derived vagal sensory neurons in the jugular‐nodose ganglionic complex. Scale bar, 100 µm. IHC was repeated independently 5 times. **b** Schematic of Miniscope in vivo calcium imaging of the mouse vagal ganglia. Top images show (left to right): raw fluorescence signal, DFF map, and a region-of-interest map showing active neurons; scale bar, 50 µm. Plot shows example individual calcium transient traces from six active neurons. **c** Distinct neuronal responses to specific cytokines (IL‐1β, 200 ng/mL; TNF, 50 ng/mL, and IL‐10, 50 ng/mL) administered to the vagus nerve. **d** Sensory neuron responses to cytokines are different from one another in their DFF amplitude (mean ± SEM, per mouse, *n* = 9, 10, 11, left to right, IL-1β vs TNF, *** *P* = 0.0023, IL-1β vs IL-10 and TNF vs IL-10, **** *P* < 0.0001, two-sided, one-way ANOVA, Tukey test corrected for multiple comparisons).

To provide insight into visceral cytokine signaling, we primarily imaged the larger inferior ganglionic structure of the nodose ganglia. We first confirmed that these were PHOX2B+ neurons that innervate the viscera. Histological assessment of the vagal ganglia subpopulations revealed that nodose ganglion cell bodies had significantly larger areas and diameters compared to jugular ganglion (Supplementary Fig. 1a, b, cell area, nodose vs jugular, 249.3 ± 7.2 vs 194.1 ± 12.1, **, *P* < 0.003; diameter, 17.5 ± 0.2 vs 15.6 ± 0.5, **, *P* < 0.003, Mann–Whitney test) confirming results from other groups^19,20^. We further differentiated the two vagal sensory neuron populations with a functional assessment by using the canonical transient receptor potential vanilloid 1 (TRPV1) activator capsaicin and the P2X receptor agonist α, β, methylene-ATP (αβmATP). Nodose ganglia, but not jugular ganglia, neurons express purinergic receptors and respond to αβmATP^21^. By applying these agonists directly to the vagus nerve, we found that capsaicin activated sensory neurons in both ganglia populations but that αβmATP only activated sensory neurons in the nodose ganglia (Supplementary Fig. 1c–e, JG vs NG, count, **, *P* = 0.0022, 0 ± 0 vs 20.67 ± 4.529, Mann–Whitney test). In our cytokine neuronal response experiments that follow, we are imaging nodose ganglia neurons that are PHOX2B*+* and responsive to αβmATP.

Calcium imaging of the nodose ganglia reveals that the application of cytokines on the vagus nerve directly activates individual sensory neurons. By using a modified CaImAn pipeline and customized code^22^, we extracted the calcium signals from detected regions-of-interest (ROIs) and plotted corresponding calcium traces (Fig. 1b). Representative calcium imaging traces show that the application of cytokines directly on the vagus nerve induces activity in multiple cells, in different locations of the nodose ganglion but without any discernable spatial pattern for cytokine responders (Fig. 1b). Cytokines were directly applied to the vagus nerve at the cervical level, immediately caudal to the vagal ganglia. To investigate if individual nodose ganglia neurons differentially encode cytokines, we applied three different cytokines directly on the vagus nerve: interleukin-1β (IL-1β), tumor necrosis factor (TNF), and interleukin-10 (IL-10) (Supplementary Movie 1).

Cytokine-specific responses were aligned from the start of the transient and averaged together across experiments demonstrating that these individual sensory neurons exhibit stereotyped responses to the same cytokine (Fig. 1c). Multiple response features were extracted from these cytokine-evoked responses, including amplitude, duration, rise slope, integral, number of peaks, and decay slope. We found that the maximum amplitude of cytokine-specific responses to IL-1β, TNF, and IL-10 were significantly different from each other (Fig. 1d, IL-1β vs TNF, 22.9 ± 2.6 vs 41.7 ± 11.3,**, *P* = 0.002; IL-1β vs IL-10, 22.9 ± 2.6 vs 73.3 ± 6.9, ****, *P* < 0.0001; TNF vs IL-10, 41.7 ± 3.4 vs 73.3 ± 6.9, ****, *P* < 0.0001, 1-way ANOVA). A comparison of additional extracted features demonstrated that distinct features of cytokine-evoked response profiles differed for each of the three cytokines tested (Supplementary Fig. 2). Next, we tested whether these cytokine-specific neuronal responses encoded any information about the cytokine intensity or concentration present, so we applied different concentrations of each cytokine (IL-1β: 100 ng/mL, 200 ng/mL, 400 ng/mL; TNF or IL-10: 25 ng/mL, 50 ng/mL, 100 ng/mL) to the vagus nerve. In these dose-response experiments, we did not find any evidence that cytokine concentration influenced the response profiles, indicating that the cytokine-specific responses are insensitive to cytokine concentration (Supplementary Fig. 3). Furthermore, when we applied cytokines to the proximal colon, an end organ innervated by the vagus nerve^23–25^, we observed similarly stereotyped neural activity patterns for these three different cytokines, suggesting that there is a conserved representation for body-brain immune signaling at the end-organs (Supplementary Fig. 3).

### Nodose ganglia responses show that individual neurons can respond to multiple cytokines

To demonstrate the selectivity of cytokine-responsive subpopulations in the nodose ganglia, we applied two proinflammatory cytokines, IL-1β and TNF, sequentially onto the cervical vagus nerve while performing in vivo calcium imaging. We found four distinct subpopulations of nodose ganglia neurons in these experiments: IL-1β-specific, TNF-specific, multi-cytokine, and non-cytokine. A representative field-of-view image shows that these cytokine-responding neuronal subpopulations are widely distributed in the nodose ganglia, without any apparent topographic organization (Fig. 2a). The calcium transients that correspond to these subpopulations reveal that cytokine application triggers specific neural activity in the cytokine-responsive subpopulations compared to the baseline period (Fig. 2b). When the calcium transients are aggregated together as a heatmap (DFF normalized per row), the groupings of neuronal subpopulations become more clearly delineated (Fig. 2c). The proportion of total responders were categorized into four subpopulations that show a group of TNF responders (40.7%), followed by multi-cytokine (28.6%), then IL-1β responders (17.1%), with non-cytokine responsive neurons having the fewest calcium transients in these experiments (13.6%, Fig. 2d). Together, these results demonstrate that there are subpopulations of nodose ganglia neurons that can respond selectively to either IL-1β or TNF, or either inflammatory cytokine, with a fourth group of neurons that is non-cytokine responsive. This non-cytokine group is likely to be a much larger proportion of the population than what is shown here, as our analysis pipeline is designed to remove most of the neurons that are non-responsive to agonists.

**Fig. 2:**
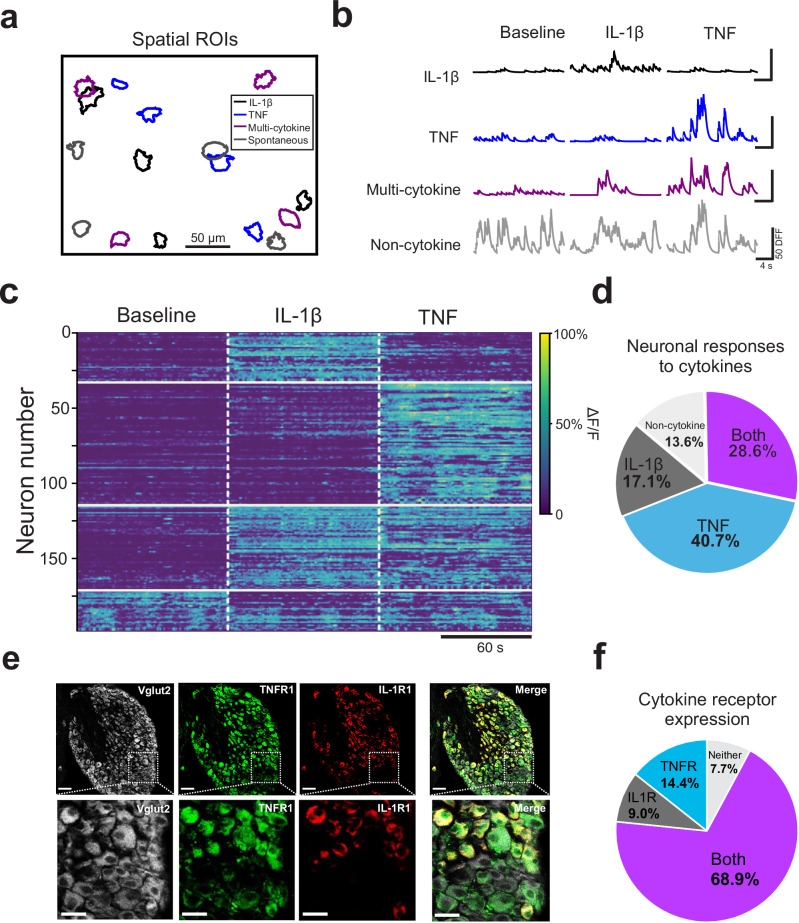
Nodose ganglia population responses reveal subsets of cytokine‐specific neurons while others respond to multiple cytokines. **a** Representative field of view showing neurons that respond to specific cytokines. **b** Representative traces from individual sensory neurons responding to specific cytokines. **c** Heatmap demonstrating selective cytokine‐specific responses in normalized neural activity index. White dotted lines indicate the time of cytokine application on the vagus nerve. **d** Pie chart depicting the proportion of total responsive neurons to specific cytokines, multiple cytokines or nonspecific activity. **e** Representative confocal microscopy images showing antibody labeling of IL‐1R1 (red) and TNFR1 (green) cytokine receptors on nodose ganglia cell bodies. Scale bar, 50 µm; Zoomed inset scale bar, 25 µm. IHC was repeated independently in 5 mice, quantified over 2 sections each. **f** Quantification of nodose ganglion cell bodies labeled for IL‐1R1 and TNFR1.

Immunohistochemistry of the nodose ganglion showed that TNF receptor (TNFR1), and IL-1β receptor (IL-1R1) are found on nodose ganglia cell bodies (Fig. 2e and Supplementary Fig. 4a) and along the length of the vagus nerve (Supplementary Fig. 4b). Analysis of nodose ganglia cytokine receptor labeling showed four subsets of *VGlut2-GCaMP6*f-positive sensory neurons expressing: TNFR1 (14.4%), IL-1R1 (9.0%), both IL-1R1 and TNFR1 (68.9%), or neither cytokine receptor (7.7%) (Fig. 2f). The immunochemistry data support the functional calcium imaging data that there are subpopulations of cytokine-specific responders, as well as individual sensory neurons that respond to multiple different cytokines.

### DSS-induced colitis in male mice increases cytokine levels in the colon and serum

To examine whether inflammation changes any nodose ganglia neuronal activity, we utilized the DSS-induced model of colitis, which is widely used due to its clinical and histopathological similarities to human inflammatory bowel disease (IBD). The DSS-colitis model involves a disruption of the gut epithelium, resulting in the stimulation of immune cells and elevations of cytokines and chemokines^26,27^. Male DSS-colitis mice displayed reduced body weight compared to control mice (normal drinking water) within 6 days of DSS exposure (Fig. 3a, *, *P* = 0.0297, Mixed-effects analysis). The severity of the DSS-colitis was tracked daily using a disease activity index (DAI) score, with the DSS-colitis mice demonstrating significantly increased DAI starting at day 3 and progressing until peak disease between day 7 and 8 (Fig. 3b, ***, *P* < 0.0001, Mixed-effects analysis). Post-mortem assessment of the colon revealed that DSS-colitis mice had a significant reduction of their colon length, a hallmark of colon inflammation (Fig. 3c, **, *P* = 0.0028, Mann–Whitney *U* test). Colons were prepared into Swiss rolls and hematoxylin and eosin (H&E) stained to evaluate the degree of inflammation and tissue damage with a histological severity score. Colon tissue from the DSS-colitis mice had significantly higher histological severity scores compared to control mice (Fig. 3d, ***, *P* < 0.0001, Mann–Whitney *U* test).

**Fig. 3:**
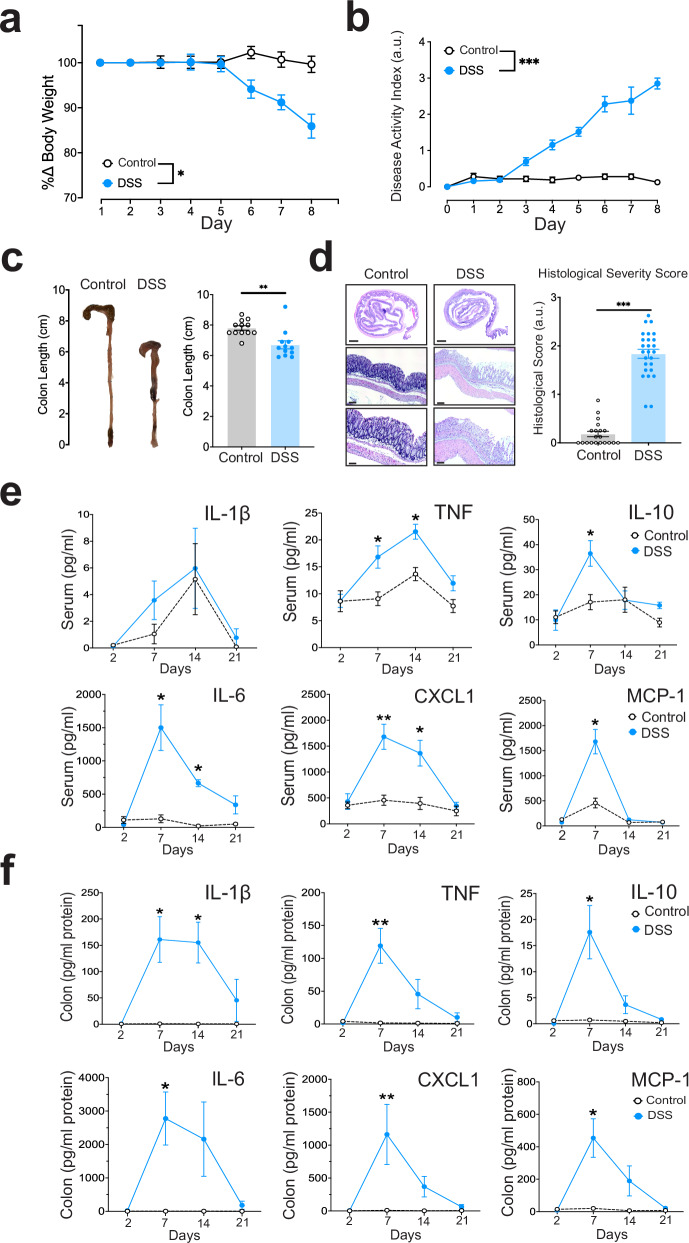
DSS‐colitis model damages gut tissue and increases serum and colon cytokines levels. **a** DSS‐induced colitis produces significant reduction in percent change of body weight (per mouse, *n* = 6, *, *P* = 0.0297, Mixed-effects analysis). **b** DSS‐induced colitis produces an increase in disease activity score (*n* = 8 mice,***, *P* < 0.0001, Mixed-effects analysis). **c** Representative images of shortened colon length in DSS‐colitis group, with associated quantification (Control, *n* = 12 mice, DSS-colitis, *n* = 14 mice, **, *P* = 0.0028, two-tailed Mann–Whitney test). **d** Histological assessment of colon tissue by hematoxylin and eosin (H&E) staining reveals severe histological changes in DSS‐colitis colons (*n* = 20, 26, left to right, ***, *P* < 0.0001, two-tailed Mann–Whitney test). Scale bars for H&E images: top 1 mm, middle 100 µm, bottom 50 µm. **e** Colitis increases s**e**veral serum cytokine levels at day 7 (peak disease, per mouse, *n* = 9, TNF day 7 *, *P* = 0.027, day *, *P* = 0.037; IL-10 *, *P* = 0.0246; IL-6 day 7, *, *P* = 0.016, day 14 *, *P* = 0.027; CXCL1 day 7, **, *P* = 0.0031, day 14 *, *P* = 0.04; MCP-1 day 7, *, *P* < 0.031, Mixed-effects analysis with Šidák correction). **f** DSS‐colitis increases several cytokine levels in the colon at day 7 (peak disease, per mouse, *n* = 9, IL-1β day 7, *, *P* = 0.0257; day 14, *, *P* = 0.048; TNF day 7, **, *P* = 0.009; IL-10 day 7, *, *P* = 0.043; IL-6 day 7, *, *P* = 0.039; CXCL1 day 7, **, *P* = 0.0049; MCP-1 day 7, *, *P* = 0.026, Mixed-effects analysis with Šidák correction). All error bars represent ± SEM.

To assess the effect of systemic inflammation over multiple weeks, mice were examined for serum and colon cytokines at four different time points during the disease (day 2, 7, 14, and 21). Serum and colon cytokine and chemokine levels were quantified using a custom U-Plex Multiplex assay from Meso Scale Discovery. Serum levels of IL-1β are not significantly different at any time point (Fig. 3e). TNF levels were significantly elevated in DSS mice on days 7 and 14 (Fig. 3e, day 7, *, *P* = 0.027; day 14, *, *P* = 0.037, Mixed-effects analysis). IL-10 was significantly increased on day 7 (Fig. 3e, *, *P* = 0.0246, Mixed-effects analysis). In contrast with the serum results, colonic levels of IL-1β were elevated on days 7 and 14 (Fig. 3f, IL-1β colon, day 7, *, *P* = 0.0257; day 14, *, *P* = 0.048, Mixed-effects analysis). DSS colonic tissue samples also featured elevated levels of TNF and IL-10 on day 7 (Fig. 3f, day 7, TNF colon, **, *P* = 0.009; IL-10 colon, *, *P* = 0.043, Mixed-effects analysis). Other cytokines and chemokines, IL-6, CXCL1 and MCP-1 were significantly elevated in serum on day 7 (Fig. 3e, serum levels, IL-6 day 7, *, *P* = 0.016; CXCL1, day 7, **, *P* = 0.0031; MCP-1 day 7, *, *P* < 0.031, Mixed-effects analysis). IL6 and CXCL1 serum levels were elevated on day 14 (Fig. 3e, IL-6 serum, *, *P* = 0.027; CXCL1 serum, *, *P* = 0.04, Mixed-effects analysis). Similar results were found in homogenized colon samples (Fig. 3f, colon tissue, IL-6 day 7, *, *P* = 0.039; CXCL1 day 7, **, *P* = 0.0049; MCP-1 day 7, *, *P* = 0.026, Mixed-effects analysis).

### Inflammation increases the number of active nodose ganglia neurons at baseline, with lower amplitude responses

To test whether DSS-colitis inflammation alters the spontaneous baseline activity of nodose ganglia neurons, we examined their spontaneous neural activity at peak disease (DSS day 7) without applying cytokines. We found that the number of spontaneously active nodose ganglia neurons in baseline recordings from male mice with DSS-colitis was markedly increased at peak disease (Day 7), compared to control mice (Fig. 4a, b and Supplementary Movie 2). While there was an increased number of active sensory neurons in the DSS-colitis mice, the amplitude of calcium transients from these mice was reduced (Fig. 4c, d, day 7, Control vs DSS, 42.66 ± 3.592 vs 29.08 ± 4.070, **, *P* = 0.0260, Mann–Whitney test). A comparison of the DSS and control group for additional extracted response features did not reveal any significant differences in other response features (Supplementary Fig. 2e).

**Fig. 4:**
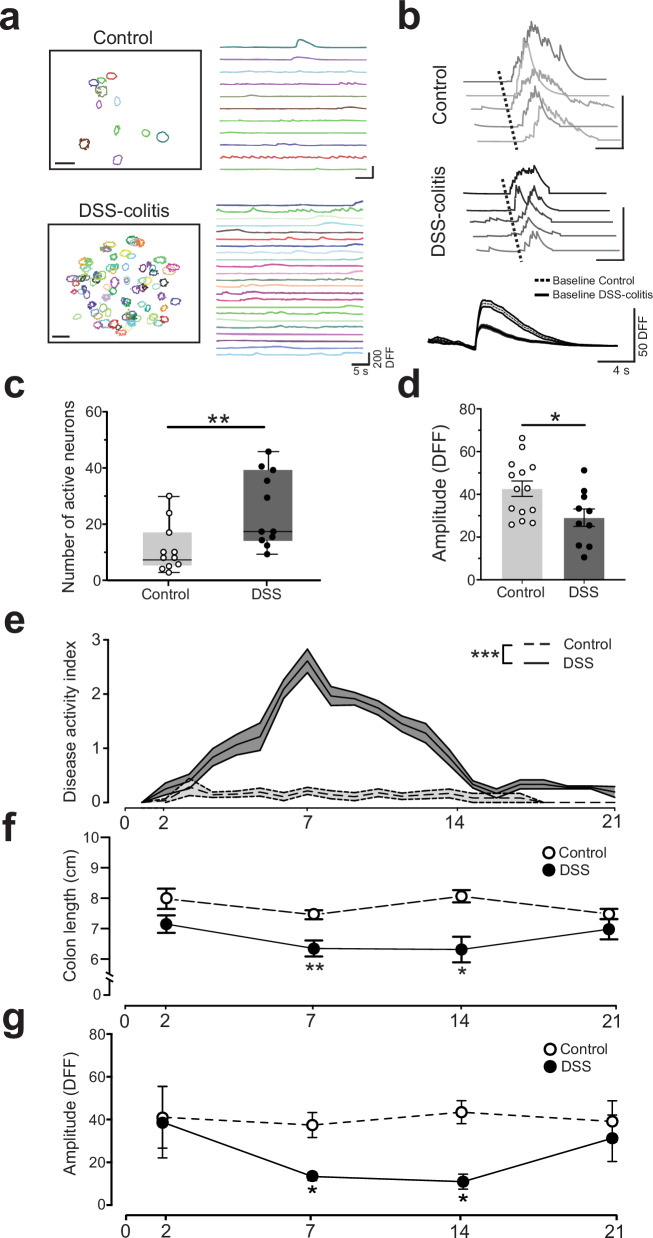
Inflammatory state increases the number of active nodose ganglia neurons but decreases their response levels. **a** Example ROI maps from a Control and DSS-colitis experiment, with sample traces from individual neurons during 50 s recording period. ROI map scale bar, 50 µm. **b** There were a higher number of spontaneously active nodose ganglia neurons in DSS-colitis mice at baseline (per mouse *n* = 11, whiskers indicate min/max value, bounds of box indicate 25% and 75% quartile, and line within box indicates median, ** *P* = 0.0033, two-tailed Mann–Whitney test). **c** Example spontaneous activity traces from individual neurons from Control and DSS‐colitis mouse groups. **d** Comparison of baseline activity reveals a significant reduction in the amplitude of calcium transients during DSS‐colitis (Control, *n* = 14 mice; DSS-colitis, *n* = 10 mice, * *P* = 0.026, two-tailed Mann–Whitney test). **e** Daily measurements of disease activity index reveal increased disease severity in DSS mice (Control = 7 mice, DSS-colitis *n* = 9 mice, *** *P* < 0.0001, Mixed-effects analysis with Šidák correction). **f** Measurement of post‐mortem colon length displays significant shortening on days 7 and 14 in the DSS group compared to controls (per mouse, *n* = 12, day 7 ** *P* = 0.0078, day 14 * *P* = 0.0274, Mixed-effects analysis with Šidák correction). **g** Analysis of baseline activity at several time points during disease progression reveals a significant reduction in the amplitude of spontaneous calcium transients in the DSS-colitis group at days 7 and 14 (per mouse, *n* = 9, day 7 * *P* = 0.0162, day 14 * *P* = 0.0354, Mixed-effects analysis with Šidák correction). All error bars represent ± SEM.

To study the longer-term effects of DSS-colitis on nodose ganglia baseline neural activity, a separate cohort of male mice was followed for 21 days of DSS treatment. The disease activity score in the DSS group was significantly increased compared to controls (Fig. 4e, DAI, ***, *P* < 0.001, 2-way RM Mixed-effects Analysis). Similarly, assessment of their post-mortem colon lengths reveals that the DSS-colitis group had significantly shortened colon length compared to controls on days 7 and 14 (Fig. 4f, colon length, day 7, **, *P* = 0.0078; day 14, *, *P* = 0.0274, 2-way RM Mixed-effects Analysis). Calcium imaging analysis on this longitudinal cohort reveals that spontaneous transients observed in the DSS group were significantly lower than the controls on day 7 and day 14 (Fig. 4g, amplitude, day 7, *, *P* = 0.0162; day 14, *, *P* = 0.0354, 2-way RM Mixed-effects Analysis), which coincides with elevated scoring on the DAI. It is interesting to note that the disrupted neural activity at day 14 correlates with a shortened colon length in mice at this time point but not with the symptom-based disease activity scoring, which is nearly back to normal. This suggests the possibility that altered nodose ganglia neural activity may still persist through the resolution phase of colitis and may also be a more accurate indicator of end-organ health than disease activity scoring.

### DSS-colitis is associated with vagal ganglia transcriptomic changes in neuronal signaling and inflammatory signaling pathways

The elevation of several immune mediators in the serum and colon at peak DSS-colitis disease (Day 7) led us to ask whether this inflammation has any effects on the transcriptional profile of vagal sensory neurons. To this end, we performed deep, ultra-low input RNA sequencing to study the differential expression in vagal ganglia harvested at peak disease (Fig. 5a). 

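The 6 libraries analysed here came from dissociated nodose ganglia of 3 control mice and 3 DSS-colitis mice (replicates 5, 10 and 11), taken on Day 7 or 8 after 7 days of 4% DSS or of normal drinking water. The paper's methods give n = 6 per group for the animals and a minimum of n = 3 per group for the sequencing after quality control. RNA from the cell suspensions was amplified with an ultra-low input kit. For each library the authors deposited the expected (estimated, not normalised) count, TPM and FPKM of every gene and transcript, and the percent of each gene's TPM assigned to each transcript. The aligner, genome build and annotation behind these values are not named in the paper's text. Gene positions given here are those of GENCODE mouse release 21 on GRCm38, matched by Ensembl identifier. The totals were between 5150862 and 7086386 counts per library, with a median of 6240085 in control mice and 5871785 in DSS-colitis mice. The counts were rounded and scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12686 genes left by its filter on low counts. No library of a group is a copy of another (chi-square per degree of freedom of 9.95 to 21.8, set against counting error alone). With 3 mice against 3, an exact permutation test of a single value cannot give a p below 0.1. The fragments behind the counts had a mean length of 277 ± 14.5 bases in DSS-colitis libraries and 312 ± 12.6 in control libraries (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). The sample labels name one batch. Normalised CPM are counts scaled to a common library total with the TMM factors.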

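Of the 10 genes linked to neuronal signaling that the paper names, 7 were higher in DSS-colitis mice with an adjusted p under 0.05, and 9 when adjusted over the list alone. Of the 11 it names for inflammatory signaling, 6 were lower with an adjusted p under 0.05, and 8 when adjusted over the list alone. The counts adjusted over the lists alone are not independent evidence, since the study chose the lists on these samples. When each library's trend with transcript length was removed, the counts adjusted over all genes fell to 3 neuronal and 2 inflammatory genes. Those adjusted over the lists alone were then 9 and 6, and 9 and 7 genes had an unadjusted p under 0.05. Both counts adjusted over all genes fell to 0 without DSS-colitis replicate 10, where 8 and 10 of the genes had an unadjusted p under 0.05. Cacna2d2, on chromosome 9 from 107399612 to 107529343, had 9.46 ± 3.46 normalised CPM in DSS-colitis mice and 1.63 ± 0.0826 in control mice (SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.42, edgeR adjusted p = 0.011). Cacna1h, on chromosome 17 from 25374285 to 25433783, had a log2 fold change of 1.33 (standard error 0.32, edgeR adjusted p = 0.022), and an adjusted p of 0.069 with the length trend removed. Tpcn1, on chromosome 5 from 120534153 to 120588673, had a log2 fold change of 1.68 (standard error 0.54, edgeR adjusted p = 0.055), from 16 counts in the control libraries and 57 in the DSS-colitis libraries. Among the inflammatory genes, Ccl11, on chromosome 11 from 82057823 to 82062955, had 2.57 ± 2.82 normalised CPM in DSS-colitis mice and 27.0 ± 12.6 in control mice (SD, n = 3 each), a log2 fold change of -3.37 (standard error 0.57, edgeR adjusted p = 0.011). Tnfrsf12a had a log2 fold change of -1.39 (standard error 0.35, edgeR adjusted p = 0.025), and with the length trend removed its adjusted p was 0.12. The log2 fold changes of Tank, Tlr3 and Il12a were -1.15, -1.13 and -2.58, with edgeR adjusted p-values of 0.034, 0.044 and 0.048. For Cxcl2, which the text names, the value was -0.20 (edgeR adjusted p = 0.85) and its sign changed under 5 of the alternatives. For Cxcl1, which Fig. 5b shows, it was -1.34 (edgeR adjusted p = 0.061). S100a8 and Ccl3 were removed by the filter on low counts. S100a8 had 111 counts in the control libraries, of which 92 came from replicate 1, and 1 in the DSS-colitis libraries, 106 times fewer per count sequenced (95% exact interval 18.7 to 4238, counting error only). Ccl3 had 41 and 5 counts.

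**Figure D1:**
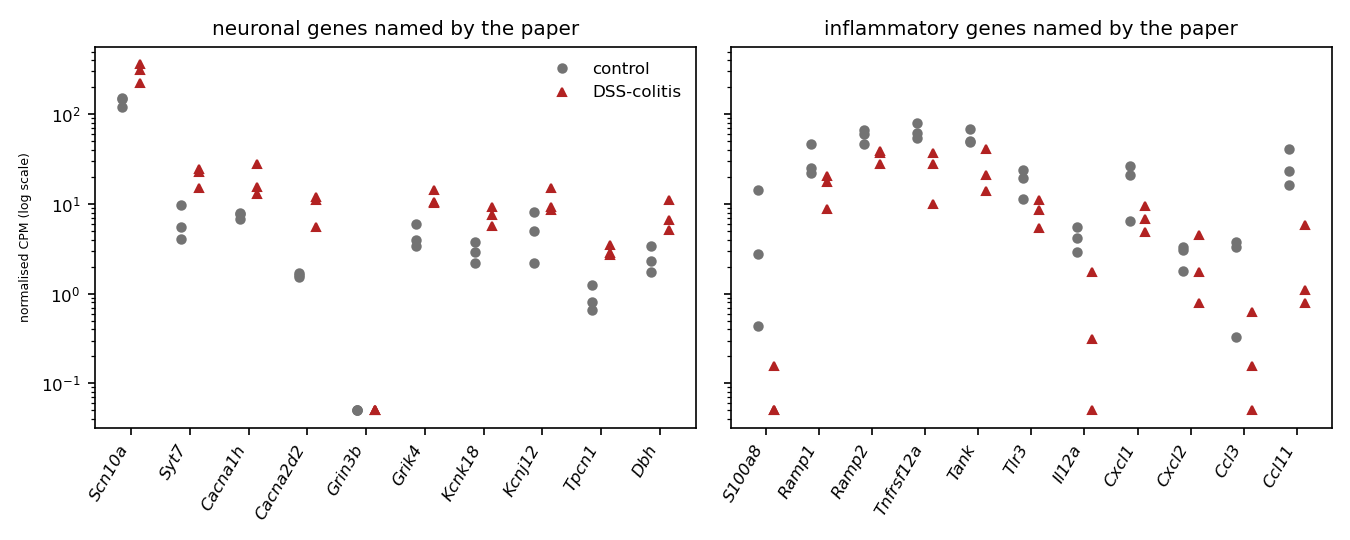
Normalised CPM of each named gene in each library, on a log axis, with values under 0.05 drawn at 0.05. Circles are the 3 control mice and triangles the 3 DSS-colitis mice.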

RNA sequencing revealed that there was a marked upregulation of individual genes associated with neuronal signaling including *Scn10a*, *Syt7*, *Cacna1h*, *Cacna2d2*, *Grin3b*, *Grik4*, *Kcnk18*, *Kcnj12*, *Tpcn1*, *Dbh*, and a downregulation of genes associated with inflammatory signaling such as *S100a8*, *Ramp1*, *Ramp2*, *Tnfrsf12a*, *Tank*, *Tlr3*, *Il12a*, *Cxcl2*, *Ccl3*, *Ccl11* (Fig. 5b). 

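The genes past the filter of an absolute log2 fold change over 0.5 and an unadjusted p under 0.05 were tested for over-representation of 22 sets, 10 of neuronal and 12 of inflammatory genes. The sets are Reactome pathways and gene families read from symbols, which stand in for Gene Ontology terms and are not the paper's terms. The background was all genes tested. By one-sided Fisher's exact tests, 7 of the neuronal sets among the higher genes and 4 of the inflammatory sets among the lower genes had a Benjamini-Hochberg adjusted p under 0.05. Neuronal System held 48 higher genes where 23.7 were expected (adjusted p = 1.9e-05), and the potassium channel subunits held 19 where 6.65 were expected (adjusted p = 1.2e-04). Innate Immune System held 67 lower genes where 50.1 were expected (adjusted p = 0.017). Only these directions, which are those the paper states, were tested. The chemokine ligands held 7 lower genes where 1.95 were expected (adjusted p = 0.005), and the JAK-STAT members 0 where 2.92 were expected. With the trend of each library on transcript length removed, 4 neuronal and 5 inflammatory sets had an adjusted p under 0.05, and Innate Immune System had 0.10. Cytokine Signaling in Immune system then had 0.034 and Interferon Signaling 0.022, where each had 0.26 as fitted.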

There were also substantial changes in several gene ontology pathways (Biological Process) in terms of fold enrichment and false discovery rate (FDR) values. 

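Of the 10 neuronal sets, 9 were higher in DSS-colitis mice as a whole by limma's camera test on edgeR's log2 CPM, with a preset correlation of 0.01 between genes and adjustment over 22 sets. The set not called was Ion channel transport. The median log2 fold change was 0.33 (185 genes, adjusted p = 7.3e-05) for Neuronal System, 0.30 (139 genes, adjusted p = 0.002) for Transmission across Chemical Synapses and 0.31 (31 genes, adjusted p = 0.019) for Neurotransmitter Release Cycle. It was 0.41 (13 genes, adjusted p = 0.019) for the sodium channel subunits, 0.68 (17 genes, adjusted p = 0.007) for the calcium channel subunits and 0.54 (52 genes, adjusted p = 7.0e-05) for the potassium channel subunits, of which 47 genes were higher and 5 lower. All 10 sets were called by limma's fry test, and none with a correlation estimated from the data, where 5 had an unadjusted p under 0.05. Transcripts of these genes are long, with a median of 3650 bases in Neuronal System against 2461 over all genes tested. With the trend on transcript length removed, 3 sets were called, Neuronal System, Potassium Channels and the potassium channel subunits, and Neuronal System had a median of 0.18.

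**Figure D2:**
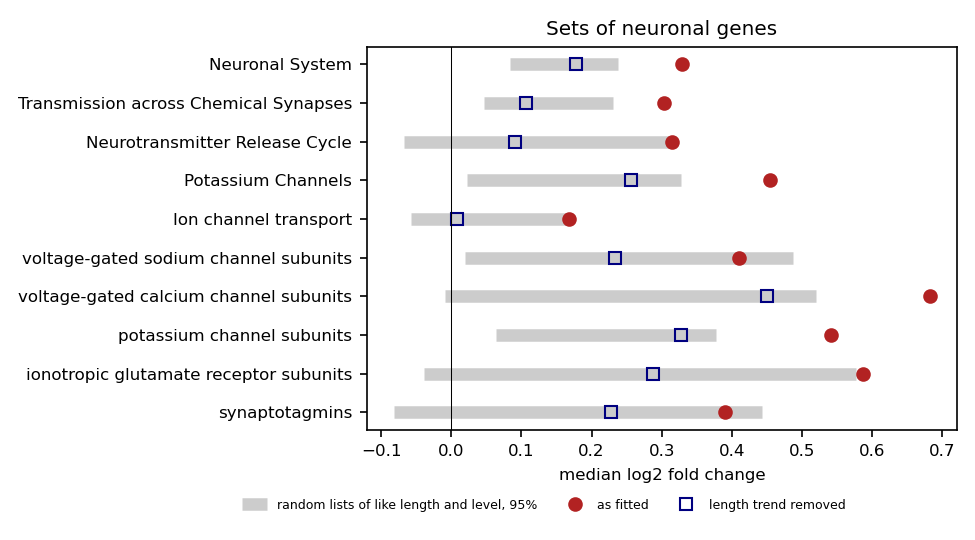
Median log2 fold change of each neuronal set as fitted (circles) and with the length trend removed (squares). Bars span the central 95% of 10000 random lists of genes of like length and level, which hold the as-fitted medians of the release cycle, ion channel transport, sodium channel and synaptotagmin sets.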

We found an upregulation in pathways linked to neuronal signaling, including notable increases in pathways associated with cation transmembrane transport, neurotransmitter secretion, and the regulation of membrane potential (Fig. 5c). Additionally, in vagal ganglia from DSS-colitis mice, there was a specific downregulation of inflammatory signaling pathways, including those related to chronic inflammatory response, cell surface receptor signaling pathway via JAK-STAT, cellular response to TNF, and response to cytokine (Fig. 5d). These results indicate that DSS-colitis is associated with significant transcriptional changes in the vagal ganglia that selectively enhance or upregulate neuronal activity pathways, while simultaneously downregulating specific cytokine signaling pathways.

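Of the 12 inflammatory sets, 3 were lower in DSS-colitis mice by the camera test. The chemokine ligands had a median log2 fold change of -0.99 (14 genes, adjusted p = 3.0e-04), with all 14 genes tested lower. Chemokine receptors bind chemokines had -0.88 (16 genes, adjusted p = 0.002), and the interleukins and their receptors -0.61 (14 genes, adjusted p = 0.019). The medians of the broader pathways were close to 0, with 0.09 (167 genes, adjusted p = 0.78) for Cytokine Signaling in Immune system and 0.02 (360 genes, adjusted p = 0.61) for Innate Immune System. The members of the JAK-STAT pathway had a median of 0.14 (21 genes, adjusted p = 0.29), and the TNF superfamily -0.21 (12 genes, adjusted p = 0.18). By fry the interleukins and the TNF superfamily were called, and the chemokine ligands had an adjusted p of 0.063. None was called with an estimated correlation, and none then had an unadjusted p under 0.05. With the length trend removed, the chemokine ligands kept an adjusted p of 0.014 and Chemokine receptors bind chemokines 0.041. The interleukins had 0.052.

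**Figure D3:**
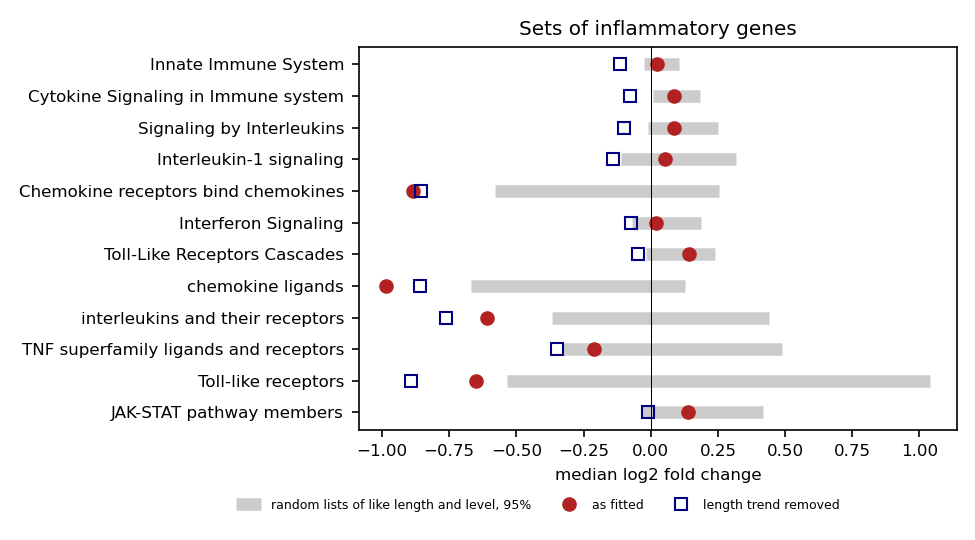
Median log2 fold change of each inflammatory set as fitted (circles) and with the length trend removed (squares). Bars span the central 95% of random lists of genes of like length and level. The Toll-like receptor family rests on 3 tested genes.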

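Across the genes tested, the log2 fold change rose with transcript length (Spearman's rho = 0.426 across genes, which are not independent replicates). The median was -0.49 in the 10% of genes with the shortest transcripts and 0.30 in the 10% with the longest. The tested neuronal genes that the paper names had a median length of 5219 bases and the inflammatory genes 1099. With the trend removed, 718 genes had an adjusted p under 0.05, of which 568 were among the genes called without the correction, in the same direction. From the higher neuronal genes and pathways and the lower inflammatory ones, the paper concludes that DSS-colitis goes with transcriptional changes in the vagal ganglia that enhance neuronal activity pathways and lower specific cytokine signaling pathways.

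**Figure D4:**
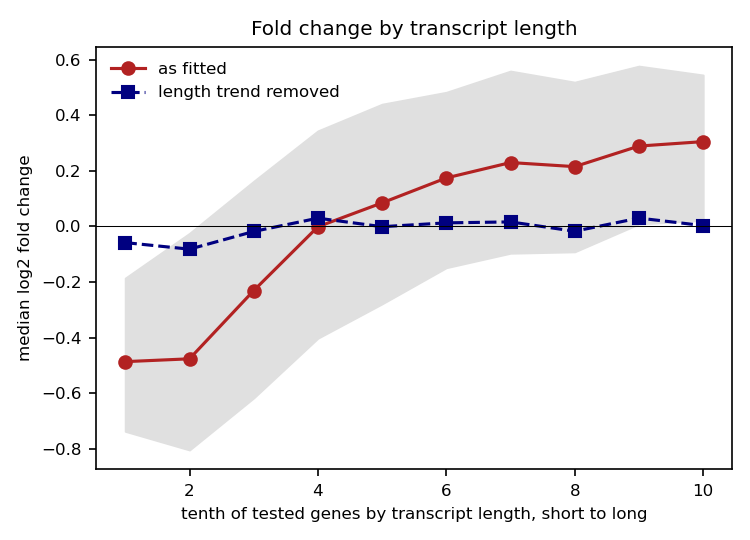
Median log2 fold change in 10 equal groups of the tested genes by transcript length, as fitted (circles) and with each library's length trend removed (squares). The shaded band spans the middle 50% of genes as fitted, and the medians rise from -0.49 to 0.30.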

**Fig. 5:**
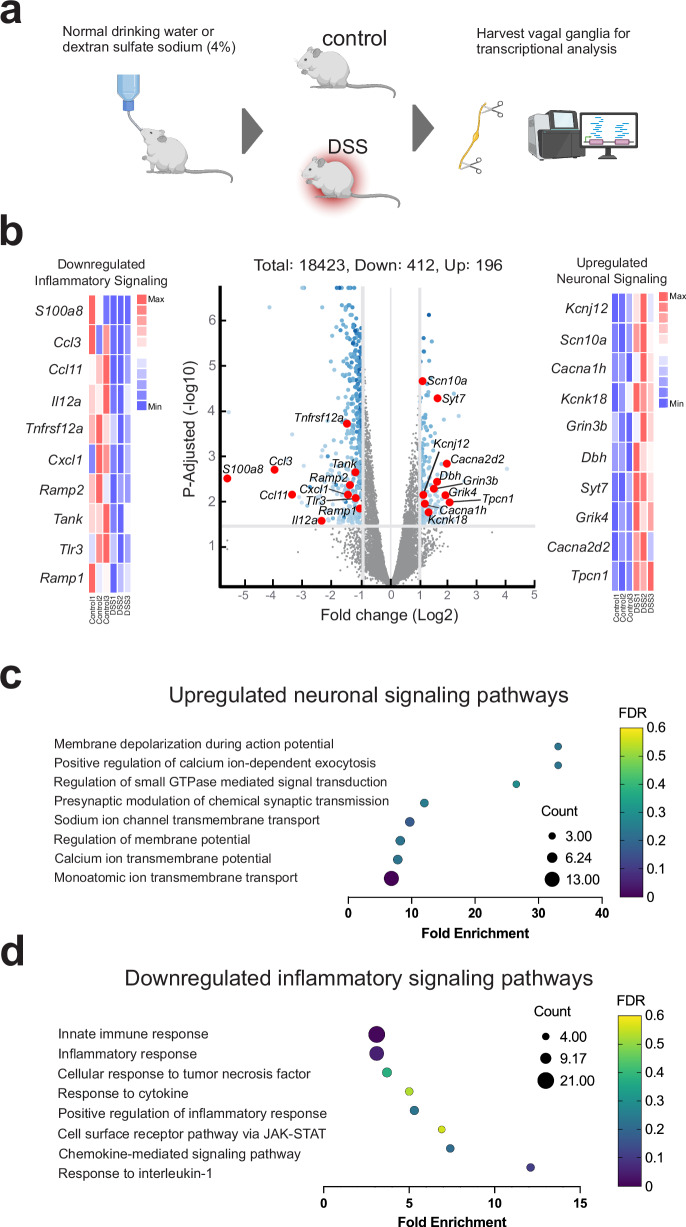
Specific gene pathways related to neuronal and inflammatory signaling are altered in DSS-colitis vagal ganglia. **a** Schematic showing the process for transcriptomic analyses of vagal ganglia from DSS-colitis mice. Created in BioRender. Chang, E. (2025) https://BioRender.com/poklo2e (**b**) Volcano plot showing individual transcriptomic changes in vagal ganglia from mice with DSS‐colitis. Upregulated neuronal signaling associated genes (*Scn10a, Syt7, Cacna1h, Cacna2d2, Grin3b, Grik4, Kcnk18, Kcnj12, Tpcn1, Dbh*), downregulated inflammation associated genes (*S100a8, Ramp1, Ramp2, Tnfrsf12a, Tank, Tlr3, Il12a, Cxcl2, Ccl3, Ccl11*). P-adjusted value was calculated using Benjamini-Hochberg correction, significance threshold was FDR < 0.05. **c** Weighted dot plot of a selection of significantly enriched biological pathways reveals upregulated neuronal pathways at peak colitis. **d** Weighted dot plot shows selected sets of downregulated genes associated with inflammatory signaling.

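In the comparison of DSS-colitis with control mice, 1731 genes had an edgeR adjusted p under 0.05, 667 higher and 1064 lower. Values of the groups did not overlap for 36.6% of genes tested, where chance gives 10%. Without a composition factor, on library size alone, 1808 of 2439 called genes were higher. That scaling moved the median log2 fold change of all genes by 0.22. The number of called genes was 1 without DSS-colitis replicate 10, 149 without replicate 5 and 2408 without replicate 11, and it was 375, 823 and 504 without control replicates 1, 2 and 3. Without DSS-colitis replicate 10, 1273 higher and 1614 lower genes had an unadjusted p under 0.05. Among called genes whose groups did not overlap, the 5 with the largest rise were Gm26723 (2.95), Gm43889 (2.70), Gm42771 (2.68), Prrc2a (2.63) and Cacna2d2. The 5 with the largest fall were Lrg1 (-3.85), Ccl11, Ucn2 (-3.28), Lcn2 (-3.06) and Cntf (-2.87). The loci of Gm43889 and Gm42771 overlap Cntnap2 and Kcnip4, and counts at overlapping loci depend on how reads were assigned.

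**Figure D5:**
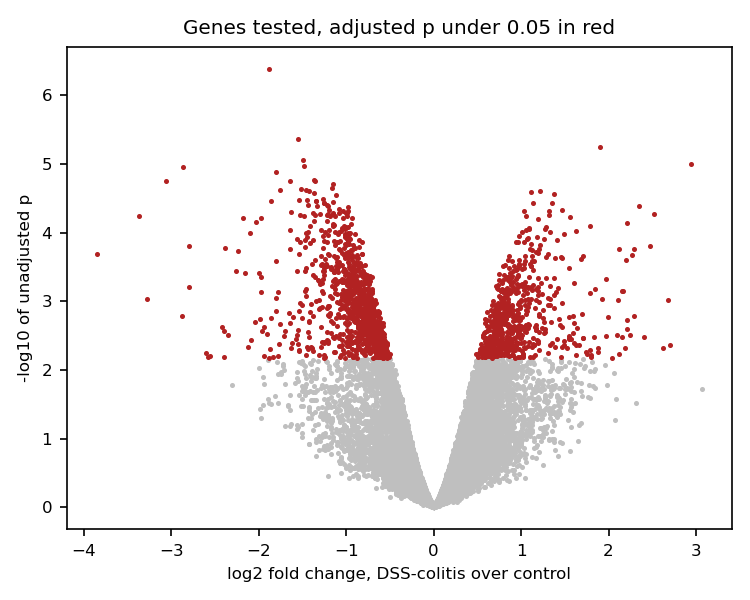
Log2 fold change and unadjusted p of each gene tested, on a scale of -log10. Genes with an adjusted p under 0.05 are red.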

### Inflammation reduces sensory neuron responses in a cytokine-specific manner

Next, we wanted to examine whether inflammation alters nodose ganglia cytokine-specific responses. By performing in vivo calcium imaging on DSS-colitis mice at peak disease, we found a reduction in the amplitude of mean TNF and IL-10 responses in the DSS group when compared to controls (Fig. 6a). When responses to specific cytokines were compared to each other, IL-1β did not show clear changes in amplitude between DSS-colitis and control groups (Fig. 6b). In contrast, TNF-specific neuronal responses were significantly reduced in the DSS group (Fig. 6c, Control vs DSS, 56.62 ± 2.603 vs 44.27 ± 2.478, **, *P* = 0.0062, Mann–Whitney test). Similarly, IL-10-specific responses were diminished in the DSS group (Fig. 6d, Control vs DSS, 95.70 ± 8.923 vs 55.59 ± 3.264, ***, *P* = 0.0003, Mann–Whitney test). These results establish that DSS-colitis inflammation significantly alters the cytokine-evoked activity of nodose ganglia neurons for specific cytokines, but not globally across all cytokines tested.

**Fig. 6:**
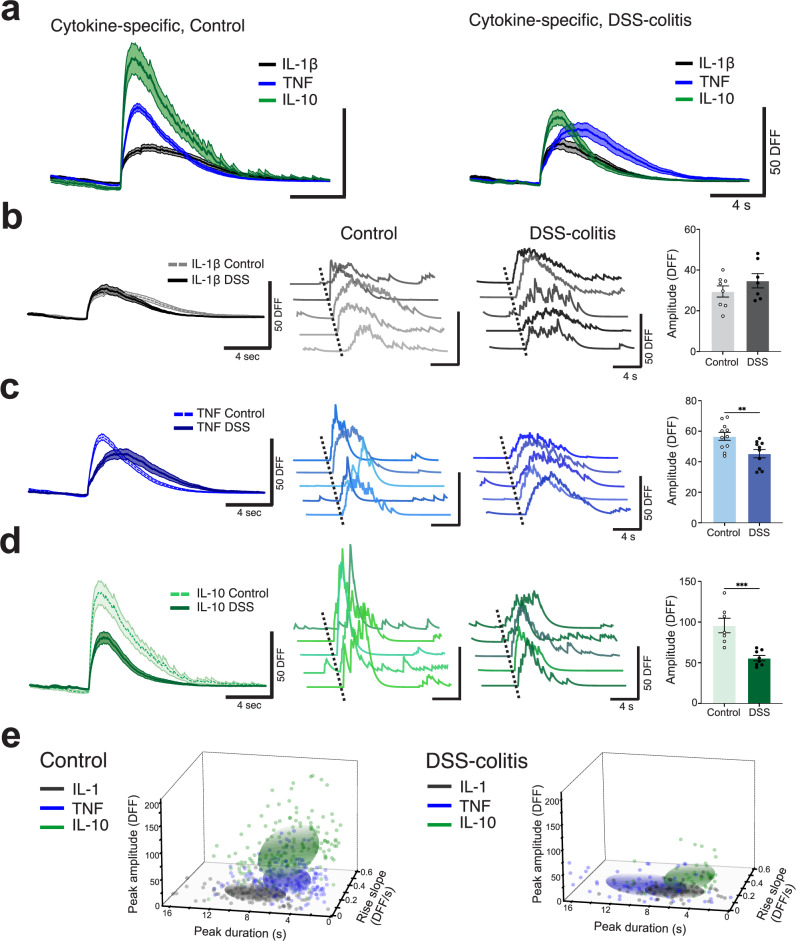
Inflammation reduces sensory neuron responses in a cytokine‐specific manner. **a** Comparison of mean traces of sensory neuron responses demonstrates that DSS‐induced colitis alters the responses to specific cytokines (TNF and IL‐10) but not others (IL‐1β). **b** Mean traces, representative traces and quantifications reveal that IL‐1β responses do not change significantly during colitis (per mouse, *n* = 8, 7). **c** Mean traces, representative traces and quantifications reveal that TNF response amplitudes are significantly reduced during colitis (per mouse, *n* = 11, 10, **, *P* = 0.0062, Mann–Whitney test). **d** Mean traces, representative traces and quantifications reveal that IL‐10 response amplitudes are significantly reduced during colitis (per mouse, *n* = 7, 8, ***, *P* = 0.0003, Mann–Whitney test). **e** Differentiating neural responses to the three cytokines in a multi‐dimensional space. Response clusters from nodose ganglia neurons in DSS‐colitis mice have significantly reduced separability (per response, IL-1β, TNF, IL-10, Control, *n* = 153, 264, 223, DSS: *n* = 78, 83, 80, respectively). All error bars represent ± SEM.

The marked changes in TNF and IL-10-specific signaling due to DSS-colitis provide evidence that inflammation in the body may lead to a reduction in the signal-to-noise at the individual neuron level. To examine this possibility, we used multidimensional clustering methods to plot points corresponding to each cytokine-evoked calcium transient across the three most significantly different extracted features. Using this approach, we observed that cytokine responses in control mice were more distinguishable from each other than from DSS-colitis responses (Fig. 6e). Using a permutative Mann–Whitney test on a Calinski-Harabasz Index clustering algorithm, we found that the cytokine response distributions had significantly better clustering performance in controls compared to the DSS-colitis clusters (Control vs DSS, 47.11 vs 19.62, *P* = 0.0019). These data suggest that the DSS-colitis inflammatory condition alters the precision and separability of cytokine signals being communicated from the body to the brain.

## Discussion

Autonomic neural reflex circuits regulate organ function and tissue homeostasis through sensory afferent and motor efferent signaling. During infection and injury, sensory neurons are the initial line of defense to activate the appropriate neuroimmune regulatory circuits^28,29^. This innate regulatory mechanism exists in invertebrates with a primitive nervous system, such as *C. elegans*, and has been conserved throughout evolution^30,31^. Recent work has shown that different inflammatory challenges in the body can activate specific neuronal populations in the brain including via a vagal sensory afferent neuron pathway^10,11,32,33^. While the vagus nerve has long been implicated in body-brain signaling of immune signals^6,34^, it was not known whether immune-responsive vagal sensory neurons encode information about the presence of specific cytokines in the body before transmitting this information to the brain. Here we show that nodose ganglia neurons directly respond to the cytokines TNF, IL-1β, and IL-10, which are principal elements of the innate immune inflammatory response. This specificity in the neural signals complements prior work showing that vagus nerve-recorded electrical activity responds to a range of physiological stimuli and immune challenges^9,14,35^. This peripheral encoding mechanism reflects a rapid neural route for the communication of specific immune information from the body to the brain via vagal sensory afferents that is distinct from the slower, humoral route that activates brainstem nuclei in the dorsal vagal complex, such as in area postrema^10,11^. The rapid communication of immune signals in the body to brainstem nuclei, such as the NTS^6,36^, may enable innate reflexive mechanisms for protection and survival that require a faster time course than changes reflected in the bloodstream. These findings also fit into an emerging line of evidence that important sensory encoding and processing takes place outside of the central nervous system (CNS) in various peripheral ganglia or through organ-intrinsic sensory neurons, including the enteric nervous system of the gut^37,38^, cardiac ganglia^39^, and intra- and extra-pancreatic ganglia^40^.

Vagal sensory neurons are a remarkably diverse and heterogeneous population, made of at least 24 genetically distinct transcriptomic clusters^18^. This genetic diversity is necessary due to the extraordinarily wide range of stimuli within the body that these sensory neurons must respond to and encode to maintain proper physiological homeostasis. Recent work on vagal sensory neurons has uncovered the various molecular mechanisms that allow these neurons to transmit and regulate the internal state of the body including signals related to cardiac function^41^, respiration^42^, feeding^43^, and digestion^44^. The role of the sensory vagus nerve in mediating aspects of immune system function has been known for decades^6,45^. However, only now are we beginning to decipher how immune mediators may be encoded in the body and how a few thousand sensory neurons per side in the murine vagal ganglia can be responsible for such a wide range of important interoceptive and immune functions^14,15^.

There remain several open questions about how cytokines activate peripheral sensory neurons. The lack of sensitivity to cytokine concentration we observed in nodose ganglia neurons suggests a peripheral neural encoding system that prioritizes cytokine specificity over concentration (Supplementary Fig. 3a). Although the exact cytokine–receptor interactions that mediate these responses are unclear, prior work has shown that IL-1β can activate vagal afferents via transient receptor potential ankyrin 1 (TRPA1) ion channels^8^. Work from others has shown that inflammatory cytokines, such as IL-1β and TNF, sensitize peripheral sensory neurons by phosphorylation of voltage-gated sodium channels and TRP channels^46–48^. Moreover, type 2 cytokines, such as IL-4 and IL-13, can directly activate peripheral dorsal root ganglia neurons to drive itch^49^ and sensitize lung-innervating nociceptors in allergic airway inflammation^50,51^.

As evolutionarily conserved signaling proteins, cytokines can influence both immune and neuronal functions according to the site of action and the health status of the organism^30,52^. In the context of inflammation during DSS-induced colitis, we observed elevated levels of TNF that may underlie the increased baseline neuron activity observed (Fig. 4)^53^, aligning with evidence that intestinal inflammation activates vagal afferents and the NTS^54–56^. During inflammation, neuropeptides such as calcitonin gene-related peptide play an important role in neuronal activation through its receptor RAMP1. 

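Scn10a, on chromosome 9 from 119608456 to 119719322 and encoding Nav1.8, had 299 ± 69.5 normalised CPM in DSS-colitis mice and 140.0 ± 15.8 in control mice (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.19, edgeR adjusted p = 0.012). Its protein-coding transcripts Scn10a-201 and Scn10a-202 took 49.5% and 36.2% of the gene's TPM in DSS-colitis mice and 47.9% and 34.8% in control mice. Syt7, on chromosome 19 from 10389090 to 10453180, had 20.8 ± 4.93 normalised CPM in DSS-colitis mice and 6.46 ± 2.91 in control mice (SD, n = 3 each), a log2 fold change of 1.71 (standard error 0.33, edgeR adjusted p = 0.014). With the trend on transcript length removed the adjusted p-values were 0.027 for Scn10a and 0.034 for Syt7. Ramp1, on chromosome 1 from 91179822 to 91225196, had 15.5 ± 5.98 normalised CPM in DSS-colitis mice and 31.4 ± 13.3 in control mice (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.33, edgeR adjusted p = 0.060). Ramp2, on chromosome 11 from 101246028 to 101259546, had 34.6 ± 5.79 normalised CPM in DSS-colitis mice and 58.0 ± 10.1 in control mice (SD, n = 3 each), a log2 fold change of -0.75 (standard error 0.20, edgeR adjusted p = 0.030), and an adjusted p of 0.17 with the length trend removed. Most of the TPM of Ramp2 was assigned to a transcript annotated as a target of nonsense-mediated decay, 71.9% in DSS-colitis mice and 60.7% in control mice (SD 9.62 and 10.0, n = 3 each; exact permutation test, two-sided, p = 0.3). The locus of Ramp2 overlaps that of Vps25 on the same strand, and its counts and shares depend on how reads were assigned. Without DSS-colitis replicate 10 the edgeR adjusted p of all 4 genes was above 0.05. It was 0.052 for Scn10a, 0.054 for Syt7, 0.13 for Ramp1 and 0.12 for Ramp2. Their log2 fold changes were then 0.94, 1.65, -1.10 and -0.61.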

In vagal ganglia from DSS-colitis mice, our transcriptomic data point to a downregulation of *Ramp1* and *Ramp2* alongside an upregulation of *Syt7*, a calcium sensor for neurotransmitter release^57^, and the sodium channel *Scn10a* (Nav1.8) which plays an important role in membrane excitability (Fig. 5)^58^. We also identified changes in potassium channels (*Kcnj12*, *Kcnk18*), glutamate receptors (*Grik4*, *Grin3b*), and an upregulation of the gene encoding dopamine β-hydroxylase (*Dbh*), which has been recently linked to immune regulation^10^. 

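Kcnk18, on chromosome 19 from 59219214 to 59237374, had 7.52 ± 1.84 normalised CPM in DSS-colitis mice and 2.95 ± 0.787 in control mice (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.39, edgeR adjusted p = 0.038). Kcnj12, on chromosome 11 from 61022564 to 61071131, had 11.0 ± 3.53 normalised CPM in DSS-colitis mice and 5.13 ± 2.99 in control mice (SD, n = 3 each), a log2 fold change of 1.13 (standard error 0.43, edgeR adjusted p = 0.096). Grik4, on chromosome 9 from 42518135 to 42944493, had 11.7 ± 2.30 normalised CPM in DSS-colitis mice and 4.47 ± 1.38 in control mice (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.33, edgeR adjusted p = 0.023). Grin3b, on chromosome 10 from 79970715 to 79977190, was listed at 0 counts in all 6 libraries, and 0 counts allow up to 0.0829 CPM over the 6 libraries together (3 counts, counting error only). Dbh, on chromosome 2 from 27165233 to 27183200, had 7.67 ± 3.11 normalised CPM in DSS-colitis mice and 2.51 ± 0.845 in control mice (SD, n = 3 each), a log2 fold change of 1.59 (standard error 0.43, edgeR adjusted p = 0.032). With the length trend removed, the adjusted p-values of Kcnk18, Grik4 and Dbh were 0.085, 0.064 and 0.064.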

Our functional data show that DSS-colitis increases the number of active nodose ganglia neurons at baseline, possibly owing to altered membrane excitability, with a reduction in the amplitude of cytokine-specific responses (TNF and IL-10). While IL-1β response amplitudes were not significantly decreased in DSS-colitis, there were decreases in other IL-1β neural response features (Supplementary Fig. 2). Together, these findings highlight only part of the complex neuro-immune interplay, which likely involves multiple sensory pathways and coordination between the nervous and immune systems to achieve homeostasis^48^. As other peripheral sensory neurons, including somatosensory DRGs, play important roles in neuroimmune responses, future work should aim to dissect the contributions of different sensory pathways to the temporal dynamics of inflammation such as the onset, duration, and resolution phases. It’s possible that this type of immune information may integrated by the brainstem or higher-order CNS structures to engage neuroimmune reflexes or sickness behaviors^11,33,59^.

It is interesting to consider these results in the context of clinical studies for chronic inflammatory disorders of the gut, such as IBD. Visceral pain and hypersensitivity are often associated with conditions of gut inflammation, and increased vagal afferent pathway activity has been previously reported in animal models of colitis^60–62^. While it is unclear whether the increased number of active nodose ganglia neurons with reduced amplitude potentials in DSS-colitis mice reflects changes in sensing by gut-innervating afferents, this finding introduces the possibility that the sensory vagus nerve may be a viable target for neuromodulation-based therapies to treat IBD and other chronic inflammatory disorders^63^. In fact, vagus nerve stimulation has been shown to alleviate symptoms of IBD in both preclinical and clinical studies working via the inflammatory reflex to reduce cytokines and colonic inflammation^54,64,65^. In addition to the regulation of systemic cytokines through the inflammatory reflex, there may also be other gut- and microbiome-specific mechanisms that contribute to the beneficial effects of vagus nerve stimulation in IBD including recently identified brain-body circuits that activate specific mucosal glands in the gut^66^.

Our findings reveal that the sensing of cytokines through the vagus nerve in the body-brain axis is not a simple linear relay. Instead, nodose ganglia neurons create real-time, dynamic representations of specific cytokines before transmitting this information to the brain. We found that while some nodose ganglia neurons respond selectively to particular cytokines, others detect multiple cytokines yet maintain distinct activity patterns for each, suggesting a coding logic for immune signaling that is more complex than dedicated lines^67,68^. During DSS-induced colitis, these cytokine-specific neural activity signatures are altered, potentially disrupting immune signal representations in the body-brain axis, as seen in chronic inflammatory disorders and other diseases^69,70^. Together, these results offer a new framework for understanding how immune signals are dynamically encoded by the nervous system and how inflammation alters neural signaling.

## Methods

### Animals

Mice were housed on a 12:12 h reverse light/dark cycle at 22 °C and relative humidity of 30–70%. Water was available *ad libitum*. Experiments were carried out using adult mice (male and female) between 2 and 8 months of age. All experiments were performed under protocols approved by the Institutional Animal Care and Use Committee (IACUC protocol #2021-008) of the Feinstein Institutes for Medical Research (PHS Assurance #D16-00107) and conducted in strict adherence to the NIH Guide for the Care and Use of Laboratory Animals.

To monitor the neural activity of individual sensory neurons in vivo, we created VGLUT2–GCaMP6f mice by crossing homozygous VGLUT2-ires-Cre (Jax#028863) mice with homozygous Ai95D, also known as ROSA-GCaMP6f (Jax#028865) mice. In VGLUT2–GCaMP6f offspring, Cre recombinase expression is directed to excitatory glutamatergic neurons, where the floxed-STOP cassette for a GCaMP6 fast variant calcium indicator (GCaMP6f), inherited from the Ai95D parent, is trimmed. This leads to selective EGFP fluorescence in glutamatergic soma observed following calcium-binding, such as during neural activation.

#### Nodose ganglion isolation and stabilization

All surgical procedures were conducted using aseptic techniques. Animals were administered isoflurane anesthesia through a nose cone in the supine position (oxygen flow 1 L/min, isoflurane 1.75%). The mouse was positioned on a small animal physiological monitoring system, with integrated heating (Harvard Apparatus, Holliston, MA). An appropriate depth of anesthesia was assessed by toe pinch reflex. The hair was removed from the cervical region with Nair (Church & Dwight, Ewing Township, NJ), and then sterilized with 70% ethanol swabs.

A pair of micro-dissecting scissors (RS-5912SC Roboz, Gaithersburg, MD) was used to make a midline incision in the submandibular area from the sternum to the chin. Four hemostat forceps (RS-7111, Roboz, Gaithersburg, MD) were used to pull the corners of the surgical window. A No.7 forceps (RS-5047) in the main hand and a No.7 Vessel Dilation forceps (RS-4927) in the offhand were used to tease apart the connective tissue above the intersection of the left vagus nerve and the hypoglossal nerve. Two retractors (18200-07 + 18200-09, Fine Science Tools, Foster City, CA) were used to pull the masseter muscles cranially and laterally. The nodose ganglion was then visualized under a branch of the carotid artery. A pair of micro-dissecting spring scissors (RS-5602) were used to cut the nodose on the coronal side. The nodose ganglion was gently pulled out of the surgical cavity and placed on the trachea. The vagus nerve was tracked down near the base of the neck, and isolated from the carotid bundle. Then, the vagus nerve was gently pulled through the trachea muscle and placed onto a custom mesh-covered retractor cut from a 40-µm EZFlow cell strainer (Foxx Life Sciences, Salem NH). The nodose ganglion was bathed in saline, and a UCLA Miniscope v4^71^, with a coverslip mounted on the baseplate, was lowered onto the nodose ganglion using a stereotaxic frame. Prior to recording, the acquisition parameters were adjusted using the Miniscope DAQ recording software: 70 LED exposure, 3.5 gain, 20 FPS, 0.80 alpha, 0.10–0.15 beta.

#### Utilizing the CaImAn pipeline

We used the open-source analysis pipeline Calcium Imaging Analysis (CaImAn) to process our raw fluorescence data. CaImAn is a semi-automated software suite implemented in Python^72^. Prior to analysis with CaImAn, the FFV1 avi compression was converted to rawavi using FFmpeg^73^. All the files were then concatenated using the *concat* function in FFmpeg. FIJI was then used to crop the concatenated video around the nodose ganglion reduce black space from 600 × 600 pixels to ~350 × 350 pixels^74^. A python script was used to split the cropped concatenated file into 1000 frame tif files. The calcium imaging datasets were processed in CaImAn through a non-rigid motion correction algorithm (NoRMCorre), followed by region of interest (ROI) detection by a constrained nonnegative matrix factorization for microEdoscope (CNMF_E) algorithm. Example videos were generated from DFF filtered datasets output from the CaImAn pipeline. Videos were denoised and brightness adjusted using Davinci Resolve with Neat Video plugin for enhanced presentation. Post-processing CaImAn pipeline output involved a custom Python package that automatically determined the integral for detected calcium transients. Only one response per calcium trace was analyzed. A cytokine-specific response was constrained to calcium transients that occurred within 100 s of cytokine application, in neurons that were not activate by prior application of the cytokine.

#### DSS-induced model of colitis

Colitis was induced by a supplement of 4% dextran sodium sulfate (DSS) in the water supply of mice (0216011080, MP Biomedicals, Irvine, CA). Only male mice were used in these experiments, as estrogen in females has been reported to reduce the severity of DSS-induced symptoms^75^. Mice were given 4% DSS in their water for 7 days. Animals were monitored daily for disease phenotypes including body weight change, diarrhea, and hematochezia (bloody stool). The severity of the disease was scored as the disease activity index (DAI score). When animals reached peak disease (≥3 DAI score, day 7–8), the mice were anesthetized and subjected to calcium imaging of the nodose ganglion. A separate cohort of mice were assessed at several timepoints along the progression of DSS-induced colitis (Day 2, Day 14, and Day 21). Key resources including chemicals and antibodies are listed in Supplementary Table 1.

#### Application of solutions directly on the vagus nerve

The cytokines TNF, IL-1β, and IL-10 were generated in-house and diluted to the µg/mL dose. Pilot dose-response experiments were conducted to determine the minimal cytokine dose necessary to induce cytokine activity from direct application of the cytokine to the vagus nerve. The concentrations for each cytokine were: TNF (50 ng/mL), IL-1β (200 ng/mL), and IL-10 (50 ng/mL). Solutions were directly applied to the exposed vagus nerve as 15 µL droplets using a 20 µL micropipette (3123000039 Eppendorf Research Plus, Enfield, CT). In control experiments, saline was applied to the vagus nerve which activated a subset of nodose ganglia neurons that were independent of the cytokine-responders and likely to be mechanosensitive sensory neurons.

#### Post-mortem assessment of harvested tissue and cytokine level measurements

After nodose ganglion recordings mice were euthanized and nodose ganglion, blood serum and colon were harvested for post-mortem assessment. Nodose ganglion samples were subjected to either immunohistochemistry or bulk RNA-seq transcriptomic analysis. Colon samples were measured to assess severity of colitis-associated shortening. Colon tissue samples were homogenized using a Bullet Blender (BBY24M, Next Advance, Troy, NY). The cytokine levels of the homogenized tissue samples and blood serum samples were assessed with a custom U-plex multiplex immunoassay targeting the following biomarkers: TNF, IL-1β, IL-6, IL-10, IL-23, KC/GRO, MCP1 (U-Plex Custom Biomarker Group 1, K15069M-2, Meso Scale Discovery, Rockville, MD). A subset of colon samples were stained for H&E histological assessment (AML Laboratories, St Augustine, FL).

#### Vagal ganglia isolation for bulk RNA-seq analysis

Mice were given 4% Dextran Sodium Sulfate or normal drinking water for 7 days to induce DSS-Colitis (*n* = 6/group). On Day 7 or 8, mice were euthanized and the left and right nodose ganglia harvested in ice-cold HBSS. Nodose ganglion tissue was rinsed with HBSS buffer (+ Ca^2+^ and Mg^2+^). The buffer was removed and replaced with 1 mL of warm NB medium (1% pen/strep, 1× glutmax, 50 ng/mL nerve growth factor, 2% B27, in Neurobasal Media). 10 uL of collagenase/dispase (100 mg/mL) was added to solution, which was then incubated at 37 °C on a rotating shaker for 90 min. After incubation, the tissue was allowed to settle, the supernatant was removed, and the tissue was rinsed twice with HBSS. The tissue was then triturated in 1 mL of fresh warm NB media using a glass Pasteur pipette until the intact ganglion dissociated. The dissociated cells were filtered through a 70 μM filter. The cells were then spun at 130 RCF for 5 min and the pellet was resuspended in 300 µL NB media. The cell suspension was layered onto 1 mL of 15% filtered BSA in HBSS and centrifuged at 130 RCF for 20 min without brake. The supernatant was removed, and the pellet was then resuspended in 100 µL of PBS and centrifuged at 300 RCF for 10 min. The supernatant was completely removed, then the pellet was resuspended in 5 µL of PBS and flash-frozen in liquid nitrogen. Frozen samples were sent to SingulOmics (Bronx, NY) for bulk RNA-sequencing using Takara SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing.

#### Bulk RNA transcriptomic analysis

To perform pathway analysis of differentially expressed genes (DEGs) from bulk RNA sequencing data of DSS versus control nodose ganglia, the data was processed using the Basepair platform (New York, NY). Basepair generated an initial list of DEGs based on statistical analysis of the RNA sequencing data. This list was subsequently filtered to include only genes with an absolute log2 fold change >0.5 and a *p*-value < 0.05. 

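Applied to the fit described for these libraries, this filter passed 1622 higher and 1764 lower genes. With an absolute log2 fold change over 1 in its place, 426 higher and 482 lower genes passed. The split between higher and lower genes depended on the scaling, with 3083 higher and 941 lower on library size alone, and 4281 higher and 547 lower by limma on log2(TPM + 1). The latter moved the median log2 fold change of all genes by 0.33, and limma on log2(TPM + 0.1) by 0.44.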

The filtered DEGs were further categorized into upregulated and downregulated groups depending on whether the log2 fold change was positive or negative in the DSS vs. control comparison. The filtered DEG lists were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tool^76,77^, employing an over-representation analysis (ORA) approach. ORA identifies enriched biological pathways by focusing on genes that meet specific significance thresholds, such as those included in the filtered DEG lists. During the analysis, *Mus musculus* was specified to map mouse gene identifiers to their respective annotation terms. Gene Ontology (GO) Biological Process enrichment analysis was performed separately for the upregulated and downregulated DEG lists to identify significantly enriched biological pathways. The results were interpreted to highlight pathways relevant to the observed differential expression patterns.

#### Multidimensional cluster analysis

Five features (amplitude, duration, rise slope, decay slope, and integral) were extracted from cytokine-evoked calcium transients in both Control and DSS conditions. The five features were plotted as points in multidimensional space grouped by their respective cytokine. After outliers were removed with Tukey’s fence (Q1/Q3 ± 1.5 × IQR), preprocessing was done by iterative nearest neighbor analysis dropping the 25% most similar point between cytokine groups. After preprocessing, cluster analysis (Calinski-Harabasz Index) was conducted across the three cytokine group for the Control and DSS conditions. Further, the quality of the cluster grouping was compared across the control and DSS-colitis condition with a permutative Mann–Whitney test to determine the significance of differences between respective clustering metrics^78^. 3D plots of the most significantly different extracted features (amplitude, duration, rise slope) were used to visually display the separability of the different groups between the control and DSS condition. 1 SD ellipsoid clouds were added to each cytokine-evoked group to aid the visualization of the categories. The colored gradient was applied only for improved visual acuity.

#### Immunohistochemistry

Vagal ganglia were excised and fixed in 4% PFA solution at 4 °C overnight and then transferred to 30% sucrose solution. Following embedding in (optimal cutting temperature) OCT compound, tissue sections (10–12 μm) were prepared on a Leica CM1850 cryostat. Following fixation, tissues were permeabilized with 0.1% Triton X-100 PBS solution and incubated in a blocking solution consisting of 10% Normal donkey serum (Southern Biotech, 0030-01), 10% Donkey Anti-Mouse Fab Fragments, and 0.1% Triton X-100 in 1× PBS for one hour at room temperature. Tissues were incubated with the following primary antibodies diluted in blocking buffer overnight at 4 °C: rabbit IL1RA (Abcam, Ab124962), mouse TNFR1 or rabbit TNFR1 (Proteintech, 60192-1-Ig), rat IL10RA (Abcam, Ab33738) or rabbit IL10RA (ThermoFisher, PA5-109852), PHOX2B (Abcam, Ab183741) or rabbit PHOX2B Alexa Fluor 647 (Abcam, Ab311130), Rabbit PRDM12 (EMD Millipore, ABE95), and Chicken Anti-GFP (Aves Labs, GFP-1010). Next, tissues were rinsed three times with 1× PBS-Triton X-100 (0.1 M PBS and 0.1% Triton X-100) and incubated with the following secondary antibodies diluted in blocking buffer: Donkey Anti-Rabbit Alexa Fluor 405, Donkey Anti-Rabbit Alexa Fluor 568, Donkey Anti-Rabbit 647, Donkey Anti-Rat Alexa Fluor 647, and Donkey Anti-Chicken (ThermoFisher, A78948). Some vagal ganglia tissue was labeled with Fluorescent Nissl (NeuroTrace 435/455; ThermoFisher, N21479). To eliminate high background and nonspecific labeling from same species labeling, mouse antibodies were conjugated with FlexAble Coralite 555. Similarly, multiplexing using rabbit antibodies was conjugated with FlexAble CoraLite 555 or 647 kits and stained sequentially to prevent cross-reactivity of same-species antibodies. Lastly, tissues were rinsed with 0.1% Triton X-100 in 1× PBS and cover slipped with Fluoromount Mounting Medium (Southern Biotech, 0100-01). The specificity of anti-rabbit, anti-mouse, and anti-rat antibodies were validated using appropriate isotype antibodies as negative controls. Fluorescent images were captured with a Zeiss LSM 880 confocal microscope. Cell counting was conducted through single channel annotation in Zen Microscopy Software (Blue Edition, Carl Zeiss Microscopy, White Plains, NY).

For colon immunohistochemistry, colons were excised and fixed in 4% PFA overnight and cryopreserved in 30% sucrose solution at 4 °C. Tissues were embedded in OCT (optimal cutting temperature) and snap-frozen in dry ice. Radial sections were cut into 30 µm slices with a Leica CM1850 cryostat. Sections were permeabilized with 0.1% Triton X-100 PBS solution and incubated in blocking solution consisting of 10% normal donkey serum (Southern Biotech, 0030-01) and 0.1% Triton X-100 in 1× PBS for one hour at room temperature. Next, tissues were incubated with rabbit Anti-Beta Tubulin III (Abcam, Ab18207) and Goat Anti-GFP (Genetex, GTX26673) overnight at 4 C. Next, tissues were rinsed three times with 1× PBS-Triton X-100 (0.1 M PBS, 0.1% Triton X-100) and incubated with Donkey Anti-Rabbit Alexa Fluor 647 and Donkey Anti-Goat 488 for 1 h at room temperature. Tissues were rinsed with 0.1% Triton X-100 in 1× PBS and counterstained with DAPI. Autofluorescence was quenched using a Vector TrueView Autofluorescence Quenching Kit (Vector Laboratories, SP-8400). Sections were cover slipped with Fluoromount Mounting Medium (Southern Biotech, 0100-01) and imaged using an ECHO spinning disk confocal microscope. Images were processed using Zen Blue and Image-Pro 10.1. Antibodies and reagents used can also be found in Supplementary Table 1.

#### Statistics and reproducibility

For this study, we used animal numbers ranging from 3–14 mice per experimental group. A minimum of 10 calcium traces per sample were collected and averaged per animal. A minimum of *n* = 3 per group was used in dose-response experiments for different cytokine concentrations, longitudinal colitis experiments at various time points (days 2, 14, and 21), and RNA-sequencing transcriptomic analysis following quality control. For comparison of cytokine-specific responses to colon administration, group sizes of 4–6 mice were used. For comparisons of cytokine-specific responses to direct application to the nerve, 9–14 mice per group were used. For immunohistochemistry analysis, five replicates were used, with two fields of view assessed per sample. Comparisons between two groups at the same time point, such as for baseline neural activity, were analyzed with a two-tailed Mann–Whitney *U* test. Comparisons between three or more groups at the same time point, as seen with neural responses across three cytokines, were analyzed using one-way ANOVA with Tukey correction for multiple comparisons. Comparison between two groups over multiple time points, including colitis data for body weight, colon length, and neural activity, were analyzed with Mixed-Effects ANOVA; a Šidák correction was used when making multiple comparisons (serum and tissue cytokine levels). Transcriptomic data was adjusted with a Benjamini-Hochberg correction. Data plots were generated using Python or with Prism 10 (GraphPad). All data in column graphs are presented as mean ± SEM, unless otherwise noted. Whisker-box plot features were min/max for whiskers, 25%–75% for box bounds, and median for line within box.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Source data are provided with this paper. RNA-sequencing data are available at GEO (accession number: GSE294447). Source data are provided with this paper.

# Supplementary material for: Neural representation of cytokines by vagal sensory neurons
**Source:** Nat Commun. 2025 Apr 24;16:3840. doi: 10.1038/s41467-025-59248-6
**Supplement:** Supplementary file 1 — Supplementary Information

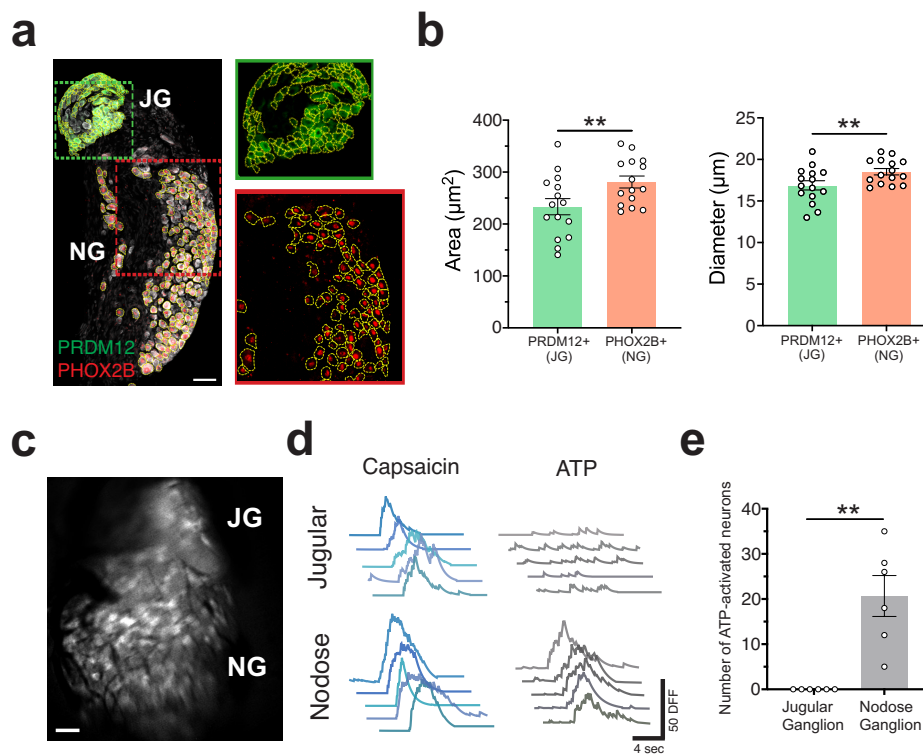

**Supplementary Figure 1. Functional and structural examination of jugular and nodose ganglia neurons.** **a**, Immunohistological assessment of distinct subsets between the jugular ganglia (JG) and nodose ganglia (NG) was performed to compare soma size. JG neurons are labeled by PRDM12 (green) and NG neurons are labeled by PHOX2B (red). Scale bar, 50  $\mu\text{m}$ . **b**, Quantification and measurements using Zen Blue show that jugular ganglia cell bodies are significantly smaller than those in the nodose ganglia (per section,  $n = 15$ ). **c**, Representative Miniscope raw field-of-view image showing the jugular-nodose ganglia complex of a *Vglut2-GCaMP6f* mouse. Scale bar, 50  $\mu\text{m}$ . **d**, Example traces of selective responses to vagus nerve administration of the TRPV1 channel activator capsaicin and the P2X receptor agonist  $\alpha, \beta$ , methylene-ATP ( $\alpha, \beta, \text{m-ATP}$ ) in the jugular and nodose ganglia. Capsaicin elicited responses from sensory neurons in both the jugular and the nodose ganglia, whereas  $\alpha, \beta, \text{m-ATP}$  selectively activated sensory neurons in only the nodose ganglia. **e**, Quantification of neuronal responses to  $\alpha, \beta, \text{m-ATP}$  reveals that only nodose ganglia neurons are responsive (count per mouse,  $n = 6$ ).

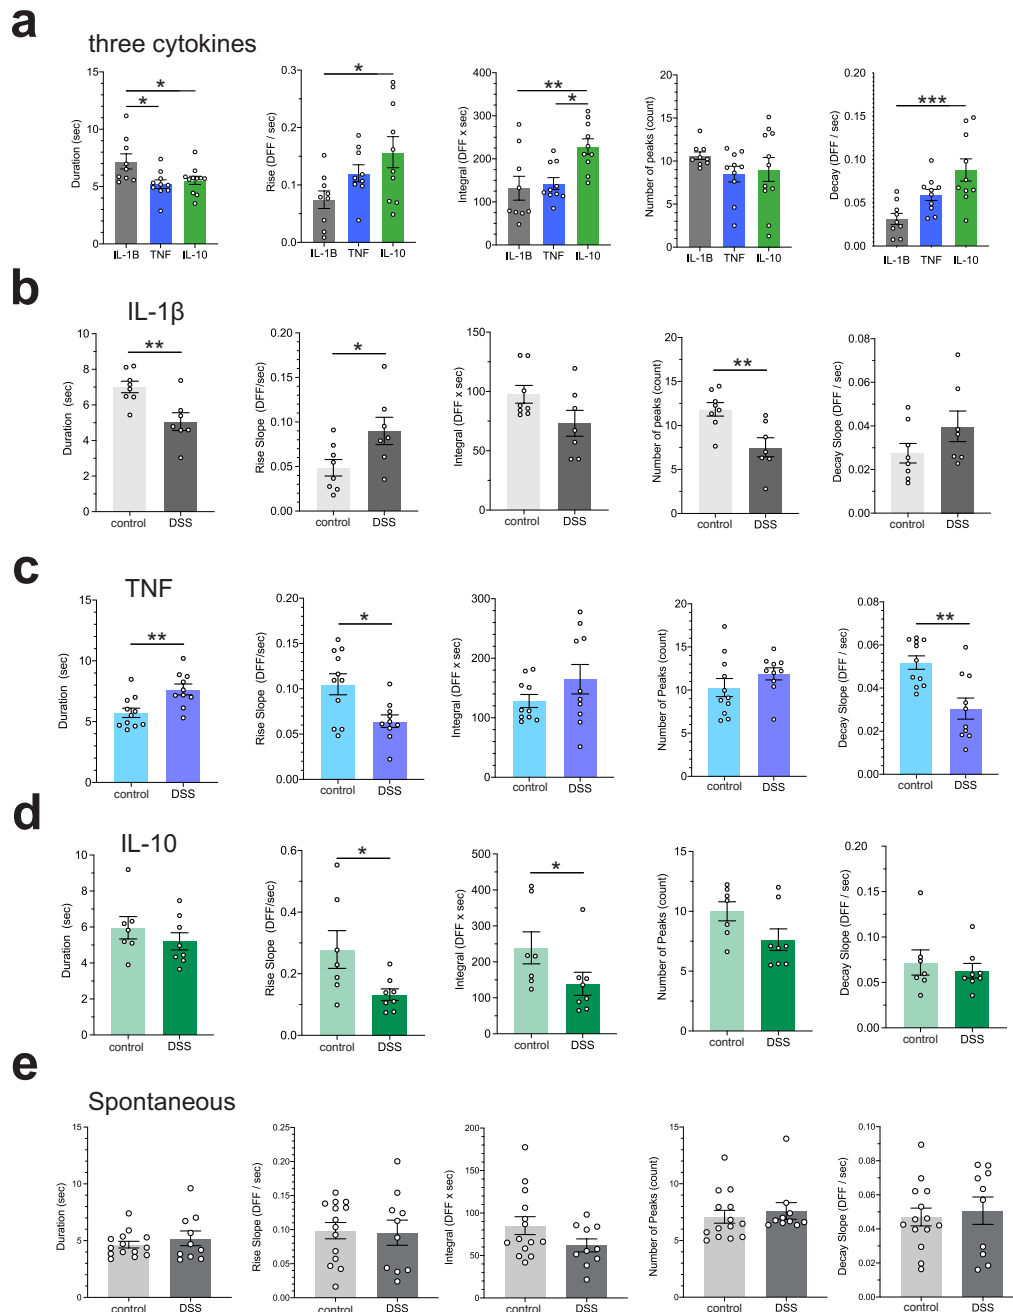

**Supplementary Figure 2. Calcium transient response features.** **a**, Comparison of additional features extracted from cytokine-evoked calcium transients (duration, rise, integral, number of peaks, decay; per mouse, mean  $\pm$  SEM.  $n = 9, 10, 11$ , left to right) reveals cytokine-specific differences between aspects of response. **b**, DSS-induced colitis alters specific features of IL-1 $\beta$ -evoked responses with a reduction in duration and number of peaks and an increase rise slope (per mouse,  $n = 8, 7$ ). **c**, DSS group responses to TNF application show alterations in several features including increased duration, and reduced rise and decay slope (per mouse,  $n = 11, 10$ ). **d**, IL-10 responses in the DSS group exhibit reduced rises slope and diminished integral (per mouse,  $n = 7, 8$ ). **e**, Comparison of spontaneous firing in the DSS group show no significant differences in the additional features (per mouse,  $n = 14, 10$ ).

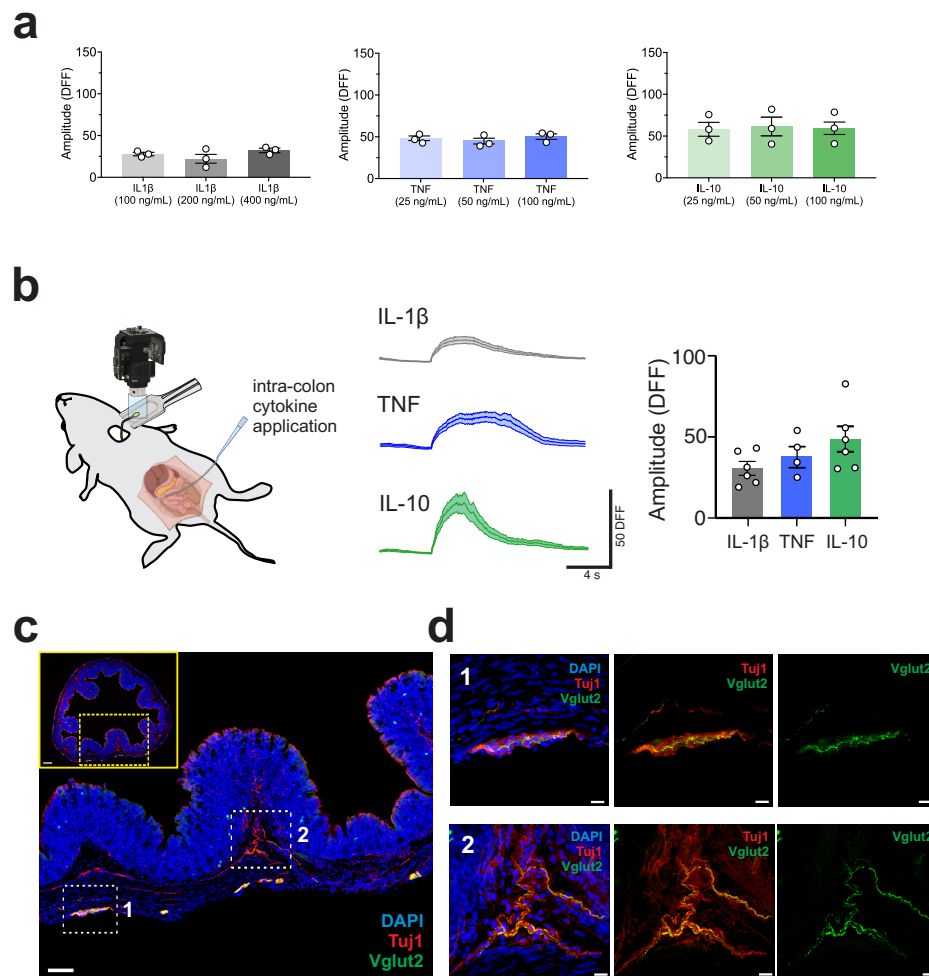

**Supplementary Figure 3.** **a**, Application of different doses of the same cytokine shows no significant change in the amplitude of cytokine-evoked responses at different concentrations (IL-1 $\beta$ ,  $n = 3$  mice per dose, number of responses = 20, 21, 15; TNF, 3 mice per dose, number of responses = 20, 24, 24; IL-10,  $n = 3$  mice per dose, number of responses = 27, 35, 32). **b**, To examine nodose ganglia neuronal responses to cytokines in an end-organ, we applied cytokines within the proximal colon. Left: Schematic shows the experimental setup for these experiments. Center: Cytokine-specific neural responses (mean $\pm$ SEM) are shown for each of the three cytokines. Right: mean DFF amplitudes are plotted for each cytokine concentration (IL-1,  $n = 6$  mice, number of responses = 49; TNF,  $n = 4$  mice, number of responses = 58; IL-10,  $n = 6$  mice, number of responses = 40). Part of the schematic was created in BioRender. Chang, E. (2025) <https://BioRender.com/ayndny9>. **c**, Cross-section of the proximal colon from a *Vglut2-GCaMP6f* mouse shows co-localization of glutamatergic Tuj1-positive nerve fibers in the myenteric plexus (Box 1) in addition to the mucosal and submucosal layers of the colon (Box 2). Inset scale bar, 200  $\mu$ m. Scale bar, 100  $\mu$ m. **d**, Higher magnification images of the myenteric plexus (Box 1) and the mucosal and submucosal layers (Box 2), showing glutamatergic nerve fibers. Scale bars, 20  $\mu$ m. Miniscope schematic image in **b** from the UCLA Miniscope project.

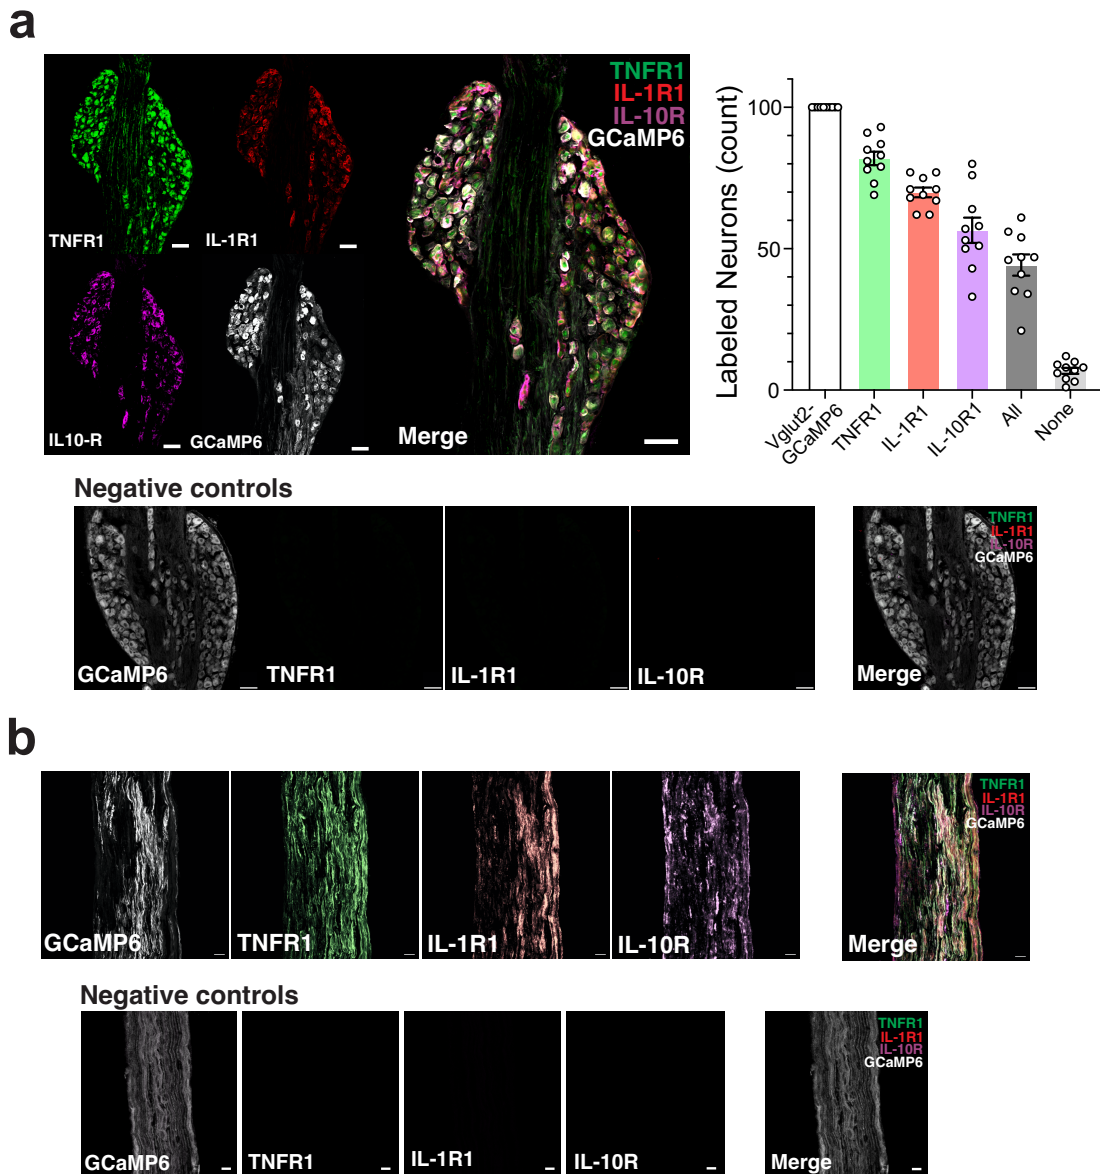

**Supplementary Figure 4. Multiplexed labeling of cytokine receptors on the nodose ganglia and vagus nerve.** **a**, Multiplex immunohistochemistry shows IL-1R1, TNFR1, and IL-10R labeling on populations of nodose ganglia neurons (per section,  $n = 10$  from 5 mice). Quantification of each receptor type expressed on VGlut2-GCaMP6f nodose ganglia neurons was analyzed using Zen Blue. Scale bar, 50  $\mu\text{m}$ . **b**, Representative images of longitudinal vagus nerve sections also show expression of the three cytokine receptors and Vglut2-GCaMP6f. Scale bar, 20  $\mu\text{m}$ .

**Supplementary Table 1. Key Resources**

# Supplementary material for: Neural representation of cytokines by vagal sensory neurons
**Source:** Nat Commun. 2025 Apr 24;16:3840. doi: 10.1038/s41467-025-59248-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Movie 1

**Description: Neuronal responses to cytokines.** Calcium imaging videos show cytokine-specific neural responses to interleukin (IL-1 $\beta$ ), tumor necrosis factor (TNF), and interleukin-10 (IL-10). Representative example video of three separate calcium imaging experiments demonstrating real-time cytokine-specific neuronal responses to IL-1 $\beta$ , TNF, and IL-10 with DFF filter applied. Videos are shown at 7.5x speed. Each video begins with a baseline period prior to cytokine application on the nerve when “ON” appears. Neurons that are active during the ON period, but not baseline, are analyzed as cytokine-specific responses.

**File name:** Supplementary Movie 2

**Description: Baseline activity of control and DSS-colitis nodose ganglia.** Calcium imaging videos show representative baseline spontaneous activity of nodose ganglia neurons from control and DSS-colitis mice at peak disease, day 7. Videos are shown at 7.5x speed.

# Supplementary material for: Neural representation of cytokines by vagal sensory neurons
**Source:** Nat Commun. 2025 Apr 24;16:3840. doi: 10.1038/s41467-025-59248-6
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunohistochemistry and histology images were collected using a Zeiss LSM 880 confocal microscope and a Keyence BZX-810 microscope. Calcium imaging data was acquired using a Miniscope (v4) with DAQ recording software.                                                                                                                                                                |
| Data analysis   | Zeiss Zen microscopy software and Fiji/ImageJ plugin were used to quantify and analyze histology images. A modified version of the Calcium Imaging Analysis pipeline (Giovannuci et al, 2019) was used to analyze fluorescence imaging data, additional details and relevant code available in Huerta et al., 2023. GraphPad Prism 10.2.1 was used for statistical analysis and plotting. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings described in this manuscript are available in the article and its Supplementary Information files. Source data are provided with the paper. Other data that support the findings are available from the corresponding authors upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on prior experience with similar protocols, procedures, and a prior publication using these methods (Huerta et al., 2023).                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | Outliers in the data sets were identified using statistical software (GraphPad Prism 10.2.1). Other reasons for data exclusion included any technical errors or if any image samples were out-of-focus or had inappropriate acquisition settings.                                                                                                                                                                                                                                         |
| Replication     | To ensure the reproducibility of the experimental results, we included detailed methods, sources of reagents, and protocols for all of the described experiments. Individual data points and error bars are presented in the figures and sample sizes are provided for the groups. All experiments were carried out in at least duplicate on separate days and experimental controls were performed on each day. All findings were replicated before being included in the final dataset. |
| Randomization   | All mice were randomly assigned to different groups.                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Experimenter blinding was used whenever possible. For the calcium imaging experiments, experimenters were not blinded to the specific cytokines being applied although the subsequent data analysis was performed by an individual blinded to that information. Quantification of immunohistochemistry images and DSS-colitis tissue histology was performed in a blinded fashion by at least two different individuals.                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse TNFR1 Monoclonal Antibody, Proteintech, 60192-1-Ig</p> <p>Rabbit IL1RA Monoclonal Antibody, Abcam Ab124962</p> <p>Rat IL-10RA Monoclonal Antibody, Abcam Ab33738</p> <p>Rabbit, Recombinant Anti-PHOX2B antibody [EPR14423] - C-terminal, Abcam Ab183741</p> <p>Rabbit, Recombinant Alexa Fluor® 647 Anti-PHOX2B antibody [EPR14423] - C-terminal, Abcam Ab311130</p> <p>Rabbit, Abe95, Anti-PRDM12 Antibody, EMD Millipore ABE95</p> <p>FlexAble CoraLite Plus 555 Antibody Labeling Kit for Mouse IgG1, Proteintech KFA022</p> <p>FlexAble CoraLite® Plus 550 Antibody Labeling Kit for Rabbit IgG, Proteintech KFA002</p> <p>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 405, ThermoFisher A48258</p> <p>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647, ThermoFisher A32795</p> <p>Donkey anti-Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor 568, ThermoFisher A10042</p> <p>Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647, ThermoFisher A48272</p> <p>AffiniPure Fab Fragment Donkey Anti-Mouse IgG (H+L), Jackson ImmunoResearch 715-007-003</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | <p>All the primary and secondary antibodies used in this study were validated with positive and negative controls within this study (when possible), by prior studies, and by the antibody manufacturers. Whenever possible, we used knockout-validated antibodies. Links to the manufacturer data and specifications sheet for each antibody is provided below:</p> <p><a href="https://www.ptglab.com/products/TNFR1-Antibody-60192-1-Ig.htm">https://www.ptglab.com/products/TNFR1-Antibody-60192-1-Ig.htm</a></p> <p><a href="https://www.abcam.com/en-us/products/primary-antibodies/il-1ra-antibody-epr6483-ab124962">https://www.abcam.com/en-us/products/primary-antibodies/il-1ra-antibody-epr6483-ab124962</a></p> <p><a href="https://www.abcam.com/en-an/products/primary-antibodies/il-10ra-antibody-1b13a-ab33738">https://www.abcam.com/en-an/products/primary-antibodies/il-10ra-antibody-1b13a-ab33738</a></p> <p><a href="https://www.abcam.com/en-us/products/primary-antibodies/phox2b-antibody-epr14423-c-terminal-ab183741">https://www.abcam.com/en-us/products/primary-antibodies/phox2b-antibody-epr14423-c-terminal-ab183741</a></p> <p><a href="https://www.abcam.com/en-us/products/primary-antibodies/alexa-fluor-647-phox2b-antibody-epr14423-c-terminal-ab311130">https://www.abcam.com/en-us/products/primary-antibodies/alexa-fluor-647-phox2b-antibody-epr14423-c-terminal-ab311130</a></p> <p><a href="https://www.emdmillipore.com/US/en/product/Anti-PRDM12-Antibody,MM_NF-ABE95">https://www.emdmillipore.com/US/en/product/Anti-PRDM12-Antibody,MM_NF-ABE95</a></p> <p><a href="https://www.ptglab.com/products/FlexAble-CoraLite-Plus-555-Antibody-Labeling-Kit-for-Mouse-IgG1-KFA022.htm">https://www.ptglab.com/products/FlexAble-CoraLite-Plus-555-Antibody-Labeling-Kit-for-Mouse-IgG1-KFA022.htm</a></p> <p><a href="https://www.ptglab.com/products/FlexAble-CoraLite-Plus-555-Antibody-Labeling-Kit-for-Rabbit-IgG-KFA002.htm">https://www.ptglab.com/products/FlexAble-CoraLite-Plus-555-Antibody-Labeling-Kit-for-Rabbit-IgG-KFA002.htm</a></p> <p><a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48258">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48258</a></p> <p><a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32795">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32795</a></p> <p><a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10042">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10042</a></p> <p><a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48272">https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48272</a></p> <p><a href="https://www.jacksonimmuno.com/catalog/products/715-007-003">https://www.jacksonimmuno.com/catalog/products/715-007-003</a></p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Experiments were carried out using adult mice (male and female) between 2 to 8 months of age, with the exception of DSS-colitis experiments which only used male mice. Mice were housed on a 12:12 hour reverse light/dark cycle at 22°C and relative humidity of 30-70%. Water was available ad libitum. We created VGLUT2-GCaMP6f mice by crossing homozygous VGLUT2-ires-Cre (Jax#028863) mice with homozygous Ai95D, also known as ROSA-GCaMP6f (Jax#028865) mice. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | The findings apply to both male and female mice, with the exception of the DSS-colitis data which was collected only from male mice.                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | This study did not involve any field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animals experiments were performed in accordance with the National Institutes of Health (NIH) guidelines for the Care and Use of                                                                                                                                                                                                                                                                                                                                   |

Laboratory animals under protocols approved by the Institutional Care and Use Committee (IACUC) of the The Feinstein Institutes for Medical Research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

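Dissociated vagal (nodose) ganglia of 3 control mice and 3 DSS-colitis mice were sequenced by the authors after amplification with an ultra-low input kit, and all 6 libraries were used. The deposited expected count of each gene and transcript was estimated by the authors from the reads, is not normalised, and is not a whole number for some genes. The deposited TPM are scaled by the authors to sum to the same total in each library, and the deposited FPKM, which were not used here, are scaled by length and total. The percent of each gene's TPM per transcript is also as deposited by the authors. Totals of 5150862 to 7086386 counts per library set the precision, and intervals and floors (3 counts for a count of 0) cover counting error only, since the reads carry no molecular identifiers. Every label gives one batch, the replicate numbers do not pair the groups, and no replicates were pooled.

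The expected counts were rounded and compared in edgeR 4.0.16 (R 4.3.3) with filterByExpr by condition (minimum count 10), TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. Log2 CPM used a prior count of 2. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over 22 sets, and for over-representation with one-sided Fisher's exact tests against all genes tested. Reactome sets came with fgsea 1.28.0 and were used where at least 80% of identifiers had a symbol, and families were read from symbols, because no Gene Ontology annotation was held. Single values were compared with exact permutation tests in scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Symbols and positions came from GENCODE mouse release 21, which matched 99.6% of gene identifiers. Genes named in the text are every gene the paper names in this experiment, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, and the genes of a marker list where it is discussed. Il1r1, Tnfrsf1a, Il10ra, Il10rb, Trpa1, Calca and Calcrl are named as well, outside these groups. Malat1, Meg3 and Gm37376 were chosen after their values were seen.

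The alternatives tried were RLE size factors, library size alone, upper quartile scaling, DESeq2 1.42.0, limma on log2(TPM + 1) and on log2(TPM + 0.1), no filter on low counts, 10 counts in every sample, robust dispersions, leaving out each library in turn, removal from each library of a loess trend (span 0.3) on transcript length, an absolute log2 fold change over 1 in the list filter, and fry and an estimated correlation for the sets. A trend on GC content, and a filter on adjusted p with an absolute log2 fold change over 1, were added after the data were examined. The 10 splits of the 6 libraries into groups of 3 were each fitted. For the length of set members, 10000 random lists were drawn from the same 10 bins of length and 5 bins of level. A marker list was taken to move where the mean log2 CPM of its genes differed between groups by more than 2 standard errors with no overlap of libraries, a rule fixed after the medians of the lists had been seen.

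The 17 marker lists were written before the data were examined, and cover general, nodose, jugular and sympathetic neurons, neutrophils, macrophages, T cells, satellite glia, myelinating Schwann cells, endothelial cells, fibroblasts, mural cells, erythroid cells, immediate-early genes, nerve injury genes, Y-linked genes and X inactivation. The fit was tested on simulated data for the control and DSS-colitis groups, run on 12424 genes, where it recovered 98.5% of 200 changed genes, and 9.22% of its calls were unchanged genes. In 12514 simulated genes changed by the fitted amounts, 1189 were called without DSS-colitis replicate 10. In 12272 simulated genes with a length trend alone, 1238 were called without the correction and 1 with it. Some single-gene results are not reported here. The calcium imaging, serum, colon and imaging experiments were not analysed here, as they have no sequencing values.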

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

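The retained-intron share, the TEC share and the values of Malat1 and Meg3 were noticed in the data before any test of them was chosen, and the tests of their explanations were set out before those tests were run. They come from parts of the files that the paper does not report on, and were picked out after their values were seen because all 3 DSS-colitis libraries lay above all 3 control libraries.

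Retained-intron transcripts took 4.53% ± 0.120 of counts in DSS-colitis libraries and 4.02% ± 0.169 in control libraries (SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). Genes of type TEC, whose transcripts await experimental checking, took 0.619% ± 0.127 and 0.336% ± 0.0181 (exact permutation p = 0.1). Most of this share is 1 gene, Gm37376, whose locus overlaps Malat1, so the share and the Malat1 value are not separate observations. Without Gm37376 the shares were 0.158% ± 0.0239 and 0.0919% ± 0.00887 (exact permutation p = 0.1). Malat1, a nuclear RNA, had a log2 fold change of 0.72 (edgeR adjusted p = 0.031, higher in 3 of 3 DSS-colitis libraries), and without one library it lay between 0.61 and 0.87 with an adjusted p up to 0.11. Meg3, which was picked out with it, had 0.60 (edgeR adjusted p = 0.065), and 0.38 with the length trend removed (edgeR adjusted p = 0.22). With that trend removed Malat1 had 1.16 (edgeR adjusted p = 0.021). That value rests on an estimated transcript length of 938 bases, while the locus runs from 5795690 to 5802672. The trend rises with length, so a longer length would give a lower corrected value, and the rise from 0.72 cannot be relied on. Genomic DNA is argued against, since olfactory and vomeronasal receptor genes took 0.00655% of counts in DSS-colitis libraries and 0.00741% in control libraries. Transcript length is argued against as the whole cause, since the median log2 fold change of 162 TEC genes was 0.60 as fitted and 0.55 with the length trend removed. A larger share of unspliced nuclear RNA in the DSS-colitis libraries is a candidate explanation. TEC genes inside a protein-coding gene on its strand had a median of 0.77 and the others 0.12, a difference of 0.65 (permutation over genes, one-sided, p = 0.0001, the smallest that 10000 resamples give). A difference in how the suspensions were handled or a change in the living ganglia would both leave this trace, and neither was tested.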

How the results depend on the processing

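The removal of the GC content trend and the list filter at an adjusted p under 0.05 and an absolute log2 fold change over 1 were chosen only after the result was seen, and the other alternatives were set before the data were examined. As reported, the values were 1731 genes with an adjusted p under 0.05, 667 higher genes with an adjusted p under 0.05, 1064 lower genes with an adjusted p under 0.05, 3386 genes past the list filter, 1622 higher genes past the list filter, 1764 lower genes past the list filter, 7 named neuronal genes called, 9 named neuronal genes called when adjusted over the list alone, 6 named inflammatory genes called, 8 named inflammatory genes called when adjusted over the list alone, 9 neuronal sets called, 3 inflammatory sets called, 0 marker lists called, 11 over-represented sets, 7 neuronal over-represented sets and 4 inflammatory over-represented sets. Counts within 1.5 times these are not listed.

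With limma on log2(TPM + 1), the counts were 2677 genes with an adjusted p under 0.05, 2318 higher genes with an adjusted p under 0.05, 359 lower genes with an adjusted p under 0.05, 4281 higher genes past the list filter, 547 lower genes past the list filter, 2 named inflammatory genes called, 3 named inflammatory genes called when adjusted over the list alone and 2 marker lists called, and the log2 fold change (the median for a set or list) changed sign for Cxcl2 (0.25), Tnfrsf1a (0.26), Slc17a6 (0.40), Calcrl (0.24), TNF superfamily ligands and receptors (0.15), Toll-like receptors (0.13), sympathetic neurons (0.30), endothelial cells (0.0474), nerve injury genes (0.00945) and Y-linked genes (0.19). With the length trend removed, the counts were 718 genes with an adjusted p under 0.05, 309 higher genes with an adjusted p under 0.05, 409 lower genes with an adjusted p under 0.05, 3 named neuronal genes called, 2 named inflammatory genes called, 3 neuronal sets called and 4 neuronal over-represented sets, and the log2 fold change (the median for a set or list) changed sign for Cxcl2 (0.16), Trpa1 (-0.0801), Innate Immune System (-0.12), Cytokine Signaling in Immune system (-0.0782), Signaling by Interleukins (-0.10), Interleukin-1 signaling (-0.14), Interferon Signaling (-0.0735), Toll-Like Receptors Cascades (-0.0474) and JAK-STAT pathway members (-0.0115). With library size alone, the counts were 1808 higher genes with an adjusted p under 0.05, 631 lower genes with an adjusted p under 0.05, 3083 higher genes past the list filter and 941 lower genes past the list filter, and the log2 fold change (the median for a set or list) changed sign for Cxcl2 (0.00431), Tnfrsf1a (0.0610), Slc17a6 (0.16), TNF superfamily ligands and receptors (0.00956) and sympathetic neurons (0.0982). With limma on log2(TPM + 0.1), the counts were 2213 higher genes with an adjusted p under 0.05, 332 lower genes with an adjusted p under 0.05, 4305 higher genes past the list filter, 546 lower genes past the list filter, 2 named inflammatory genes called, 2 named inflammatory genes called when adjusted over the list alone and 2 marker lists called, and the log2 fold change (the median for a set or list) changed sign for Cxcl2 (0.33), Tnfrsf1a (0.33), Slc17a6 (0.40), Calcrl (0.45), TNF superfamily ligands and receptors (0.25), Toll-like receptors (0.14), sympathetic neurons (0.34), endothelial cells (0.40), nerve injury genes (0.00954) and Y-linked genes (0.20). With the list filter at an absolute log2 fold change over 1, the counts were 908 genes past the list filter, 426 higher genes past the list filter, 482 lower genes past the list filter, 7 over-represented sets and 4 neuronal over-represented sets. With the list filter at an adjusted p under 0.05 and an absolute log2 fold change over 1, the counts were 542 genes past the list filter, 224 higher genes past the list filter, 318 lower genes past the list filter, 5 over-represented sets, 3 neuronal over-represented sets and 2 inflammatory over-represented sets. With no filter on low counts, the counts were 10 named inflammatory genes called and 8 inflammatory over-represented sets, and the log2 fold change (the median for a set or list) changed sign for Innate Immune System (-0.0229) and sympathetic neurons (0.28). With a correlation estimated from the data, the counts were 0 neuronal sets called and 0 inflammatory sets called. With the GC content trend removed, the counts were 7 over-represented sets and 4 neuronal over-represented sets, and the log2 fold change (the median for a set or list) changed sign for Slc17a6 (0.0740), Interferon Signaling (-0.0176) and sympathetic neurons (0.00293). With RLE size factors, the log2 fold change (the median for a set or list) changed sign for Innate Immune System (-0.0138) and Interferon Signaling (-0.0174). With DESeq2, the log2 fold change (the median for a set or list) changed sign for Innate Immune System (-0.0104), Interleukin-1 signaling (-0.000632), Interferon Signaling (-0.0408) and jugular neurons (-0.16). The cause of these changes was not tested, except that stricter list filters pass fewer genes by construction.

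Across the 6 fits that each left out one library, the counts ranged over 1 to 2408 genes with an adjusted p under 0.05, 0 to 888 higher genes with an adjusted p under 0.05, 1 to 1520 lower genes with an adjusted p under 0.05, 0 to 7 named neuronal genes called, 0 to 8 named inflammatory genes called, 7 to 12 over-represented sets and 4 to 8 neuronal over-represented sets. Beside the counts of 0 named genes, 8 neuronal and 10 inflammatory genes had an unadjusted p under 0.05 in that fit, without DSS-colitis replicate 10. The lowest counts of genes with an adjusted p under 0.05 also came there, where 1273 higher and 1614 lower genes had an unadjusted p under 0.05. The smaller group alone does not account for this, since the fit on simulated data called 1189 genes without that library and 1397 with all 6. Log2 fold changes that changed sign in at least one of these fits were Cxcl2 from -1.10 to 0.22, Tnfrsf1a from -0.50 to 0.20, Slc17a6 from -0.13 to 0.0280, Calcrl from -0.67 to 0.16, Innate Immune System from -0.0325 to 0.0538, Interleukin-1 signaling from -0.0350 to 0.0661, Interferon Signaling from -0.0875 to 0.13, neurons, general from -0.0134 to 0.27, jugular neurons from -0.20 to 0.29, sympathetic neurons from -0.0936 to 0.31, macrophages from -0.69 to 0.24, satellite glia from -0.18 to 0.84, myelinating Schwann cells from -0.13 to 0.67, endothelial cells from -0.68 to 0.18 and mural cells from -0.0403 to 0.77.

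For the named genes, 467 of the comparisons with an alternative kept their direction and side of the threshold, 116 were no longer past the threshold, 27 came past it and 20 changed sign. For the sets these numbers were 364, 26, 3 and 24, and for the marker lists 219, 0, 4 and 27. The camera calls of 9 neuronal and 3 inflammatory sets did not hold with a correlation estimated from the data, where 5 neuronal sets and no inflammatory set had an unadjusted p under 0.05. Genes with few counts limit what can be read from S100a8, Ccl3, Il10ra and Grin3b, which the filter on low counts removed.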

Differences from the paper's values

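The GC content trend and the combined threshold on adjusted p and fold change were chosen only after the result was seen. Log2 fold changes of 19 of the 20 genes with a value in the paper's source data were compared, all with the same sign, and 4 differed by more than the replicate SD. For S100a8 and Ccl3, which the filter on low counts removed, the value compared was the log2 ratio of mean normalised counts.

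The log2 fold change of Tpcn1 was 1.68 against the paper's 2.02. On library size alone it was 1.89 and without control replicate 1 it was 1.97, both within the replicate SD of the paper's value, and no other alternative set before the data were examined closed the gap. The value for Cacna2d2 was 2.52 against the paper's 1.93. It was 2.23 with the length trend removed and 2.32 without DSS-colitis replicate 10. The gap stayed under the other alternatives set before the data were examined that tested the gene, which the filter of 10 counts in every sample removed. The value for Grik4 was 1.37 against the paper's 1.88. It came within the replicate SD on library size alone (1.58), by limma on log2(TPM + 0.1) (1.81) and without control replicate 2 (1.65), and under no other alternative set before the data were examined. The value for Ramp2 was -0.75 against the paper's -1.40, and none of the alternatives set before the data were examined closed the gap. The Ramp2 locus overlaps Vps25 on the same strand, and all alternatives kept the deposited assignment of reads. Whether another assignment would close the gap was not tested.

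The paper shows Grin3b as higher in DSS-colitis mice, while the files list it at 0 counts in all 6 libraries, under every alternative. The paper also calls 6 genes that had no adjusted p under 0.05 here or were not tested. Kcnj12 was 1.36 on library size alone (adjusted p = 0.043), 1.63 by limma on log2(TPM + 0.1) (adjusted p = 0.041), 1.23 by limma on log2(TPM + 1) (adjusted p = 0.035) and 1.13 with no filter on low counts (adjusted p = 0.026). Tpcn1 had adjusted p-values of 0.031 on library size alone, 0.042 by limma on log2(TPM + 0.1) and 0.046 by limma on log2(TPM + 1). Ramp1 was -1.01 with 10 counts in every sample (adjusted p = 0.049), -1.05 by DESeq2 (adjusted p = 0.021), -1.11 with the GC content trend removed, chosen after seeing the values, (adjusted p = 0.037), -1.02 with no filter on low counts (adjusted p = 0.001) and -1.26 without DSS-colitis replicate 11 (adjusted p = 0.046). Cxcl1 was -1.33 with 10 counts in every sample (adjusted p = 0.049), -1.37 by DESeq2 (adjusted p = 0.018), -1.33 with no filter on low counts (adjusted p = 6.9e-04) and -1.75 without control replicate 1 (adjusted p = 0.039). S100a8 was -6.73 by DESeq2 (adjusted p = 0.008), -6.35 with no filter on low counts (adjusted p = 7.5e-11), -8.14 without DSS-colitis replicate 11 (adjusted p = 0.031) and -6.89 without control replicate 3 (adjusted p = 0.032). Ccl3 was -3.12 with no filter on low counts (adjusted p = 0.008), -4.62 without DSS-colitis replicate 11 (adjusted p = 0.046) and -3.65 without control replicate 2 (adjusted p = 0.039). The paper's text names Cxcl2 as lower, and its log2 fold change was -0.20 (edgeR adjusted p = 0.85), with no alternative calling it.

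The paper names JAK-STAT signaling and the response to TNF among the lowered pathways. The stand-in sets for these, which are not the paper's terms, had median log2 fold changes of 0.14 and -0.21 (camera adjusted p = 0.29 and 0.18), and fry called the TNF set (adjusted p = 0.047).

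The title of Fig. 5b gives about 200 higher and about 410 lower genes of about 18000, read by eye. With an adjusted p under 0.05 and an absolute log2 fold change over 1, a threshold chosen after seeing these values, 224 higher and 318 lower genes were counted by edgeR and 193 and 411 by DESeq2.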

Other observations

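The tests of the length trend (splits, fragment length, GC content, depth and random lists), the counts of splits other than that of called genes, the counts of sympathetic markers and the rule by which a marker list moves were chosen only after the result was seen.

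Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many called genes, and the others called 0, with 91 to 649 genes past the list filter's unadjusted p and fold change. Also 1 split, the real one, gave as many genes past the list filter, named neuronal genes called, named inflammatory genes called, neuronal sets and over-represented sets. As many inflammatory sets were called in 3 splits, and as many marker lists in all 10. Single other splits called up to 5 neuronal sets, 5 inflammatory sets and 5 marker lists, so camera also makes calls between groups that mix the treatments. The real count of marker lists is 0, so that comparison decides nothing. With 10 splits the share can never fall under 0.1, so the count of splits alone does not settle whether the division of the mice matters.

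The rank correlation of log2 fold change and transcript length was as large in 3 of the 10 splits, the real one included. Lower depth is argued against, as the smallest control total, 5150862, lies below and the largest, 7086386, above the DSS-colitis range of 5653787 to 6176941. GC content is argued against, as the correlation was 0.492 with the GC trend removed. Shorter fragments cannot be told apart from the groups, and DSS-colitis replicate 11, with the shortest fragments, had a trend of only 0.0579 (Spearman's rho across genes of its deviation from the mean). RNA integrity was not analysed here. Removal of the trend left 718 called genes, a value consistent with length accounting for part of the calls. A simulated length trend alone left 1 called gene after the correction. The simulated trend was a straight line on log length, the same in every DSS-colitis library, which the correction removes by construction. The number of genes called both ways, 568, thus argues only against a trend of that form as the whole cause of the calls. It does so for the group and not gene by gene, since these genes were picked by passing the correction. A bias that follows length only in part was not simulated and cannot be told apart. A change in the ganglia that follows length would also be removed, so the corrected values may be too small.

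The neuronal sets that kept their call lay at or above percentile 100 of random lists of like length and level, and the chemokine ligands at percentile 0.0200, which argues against length as the whole cause. Of 6 neuronal sets that lost their call, 3 lay inside the central 95% of such lists, up to percentile 97.4, and may follow from length. The other 3 lay outside, from percentile 97.8. The random lists ignore correlation between genes of a set.

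Of the 14 marker lists with at least 2 tested genes, none had an adjusted p under 0.05 by camera, and 3 had an unadjusted p under 0.05. The lists of neutrophils, T cells and X inactivation had fewer tested genes and were not run. The median log2 fold changes were 0.14 for neurons, general (11 of 11 genes tested), 0.34 for nodose neurons (7 of 8 genes tested), 0.39 for jugular neurons (4 of 7 genes tested), -0.13 for sympathetic neurons (3 of 7 genes tested), -0.32 for neutrophils (1 of 10 genes tested), -0.62 for macrophages (2 of 10 genes tested), -0.55 for T cells (1 of 6 genes tested), 0.33 for satellite glia (6 of 6 genes tested), 0.26 for myelinating Schwann cells (6 of 8 genes tested), -0.28 for endothelial cells (9 of 9 genes tested), -1.27 for fibroblasts (5 of 7 genes tested), 0.42 for mural cells (3 of 6 genes tested), -1.04 for erythroid cells (4 of 5 genes tested), 0.61 for immediate-early genes (10 of 10 genes tested), -0.40 for nerve injury genes (8 of 8 genes tested) and -0.35 for Y-linked genes (4 of 4 genes tested). No gene of X inactivation was tested, and Xist and Tsix were listed at 0 counts in all libraries. A higher share of neurons in the DSS-colitis suspensions, acting alone, is argued against as the source of the whole pattern. The markers of other cells moved apart, the score of fibroblasts against glia and Schwann cells by -1.09 (standard error 0.25). Taken singly, the scores of fibroblasts (-1.13, standard error 0.69) and satellite glia (-0.20, standard error 1.10) changed within 2 standard errors. This contrast does not measure neurons. A small part for the share of neurons is not excluded, since the score of general neuronal markers rose by 0.18 (standard error 0.06), although Snap25, an abundant one, changed by -0.21, and the score of T cells, 1 tested gene, fell by 0.55. Dcn, the most abundant fibroblast marker, fell by 1.27 on the log2 scale, and Pmp22, the most abundant Schwann cell marker, changed by -0.04. Whether fewer fibroblasts account for the lower chemokine genes was not tested.

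Sympathetic cells as the source of the Dbh value cannot be told apart, as their markers went both ways or had few counts. Hand2, Gata3 and Npy had 4 counts together in the control libraries and 7 in the DSS-colitis libraries, where Dbh rose from 44 to 146. Of the other markers, Slc6a2 went from 15 to 36 counts and Th had a log2 fold change of 0.58, while Ddc had -0.78 and Slc18a2 -0.13. A larger jugular share as the source of Scn10a and Kcnk18 cannot be told apart, as the scores of nodose and jugular markers changed by 0.34 and 0.54, within 2 standard errors. Prdm12 had 0.91 (edgeR adjusted p = 0.18). Fewer endothelial cells as the source of the Ramp2 value cannot be told apart, as their score changed by -0.20 (standard error 0.44) over members that went both ways. Emcn, the most abundant of them, had -1.57. Fewer blood neutrophils as the source of the S100a8 value cannot be told apart, as the markers of these cells went both ways. S100a9 had 170 counts in the control libraries, 151 of them in replicate 1 and 0 in replicate 3, and 0 in the DSS-colitis libraries, at least 54.3-fold lower, or 9.84-fold without control replicate 1. Retnlg and Ngp also had 0 counts in the DSS-colitis libraries. Camp and Cxcr2 did not fall with them, with 31 and 27 counts of Camp in the control and DSS-colitis libraries (edgeR adjusted p = 0.75) and 7 and 11 of Cxcr2. The list without S100a8 had 226, 40 and 13 counts in control replicates 1, 2 and 3, and 8 to 22 in the DSS-colitis libraries. A weaker stress response to dissociation as the source of the Ccl3 and Cxcl1 values cannot be told apart, as its markers went both ways. The score of immediate-early genes rose by 0.48 (standard error 0.11), with Fos at 0.58 and Atf3 at -0.41, which goes against it. The score of nerve injury genes changed by -0.59 (standard error 0.34), within 2 standard errors, with 6 of 8 genes lower.

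Receptors of the cytokines studied elsewhere in the paper had log2 fold changes of -0.53 for Il1r1, -0.14 for Tnfrsf1a and 0.38 for Il10rb, with edgeR adjusted p-values of 0.084, 0.86 and 0.14. With the length trend removed these were 0.035, 0.83 and 0.16, and Il1r1 had -0.80. Il10rb was called on library size alone and by limma on either TPM scale, with 0.60 on library size alone. Il10ra had 6 counts in the control and 8 in the DSS-colitis libraries. Trpa1, Slc17a6, Calca and Calcrl had 0.16, -0.07, 0.34 and -0.35, none with an adjusted p under 0.05, and limma on either TPM scale called Trpa1 and Calca. Of 4 Y-linked genes, Eif2s3y had -1.43 (edgeR adjusted p = 0.012) and the others no adjusted p under 0.05.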
